# A positive feedback loop between TKT and c-Myc drives TACE resistance in hepatocellular carcinoma

**DOI:** 10.1038/s41420-026-03125-8

**Published:** 2026-04-21

**Authors:** Yifu Xiao, Mingyu Liu, Ying Zhou, Yunyuan Bao, Guoqing Zhang, Banglong Xu, Wenjie Zheng, Hui Zhao

**Keywords:** Cancer metabolism, Ubiquitylation

## Abstract

Hepatocellular carcinoma (HCC) often receives transarterial chemoembolization (TACE), yet clinical benefit is limited by resistance driven by ischemia-induced adaptations. This study explains how transketolase (TKT) in the pentose phosphate pathway (PPP) modulates HCC progression and TACE refractoriness, and clarifies its mechanistic connection to oncogenic signaling. We integrated transcriptomic screening with analyses of TACE patient specimens, and performed gain and loss of function experiments across HCC cell lines. Functional assays, RNA-seq with pathway enrichment, western blotting, immunofluorescence, cycloheximide-chase and ubiquitination assays, and an orthotopic VX2 rabbit TACE model with imaging and immunohistochemistry were used. TKT emerged as a hub gene, was elevated in TACE-resistant patients, and promoted proliferation, migration, invasion, epithelial–mesenchymal transition, and apoptosis resistance. Mechanistically, TKT associates with RAF1, promoting phosphorylation of c-Raf at Ser338 and subsequent ERK activation, and stabilizes c-Myc by enhancing Ser62 phosphorylation and reducing ubiquitin-mediated degradation. Additionally, c-Myc enhances the transcriptional expression of TKT, creating a positive feedback loop between TKT and c-Myc. These findings identify a TKT/c-Myc positive feedback loop that underlies TACE resistance and HCC progression, nominating TKT as a biomarker of refractoriness and a therapeutic target to improve locoregional treatment outcomes.

## Introduction

Liver cancer ranks as the sixth most common malignancy globally and the third leading cause of cancer-related deaths [1, 2]. Among its subtypes, HCC constitutes ~80% of all primary liver cancer cases. China contributes nearly half of the global incidence and mortality burden [3, 4]. Although curative surgical resection is feasible in patients diagnosed at an early stage, the overall five-year survival rate remains ~12.1%, highlighting the disease’s poor prognosis [5]. For intermediate-stage HCC, as classified by the Barcelona Clinic Liver Cancer stage B(BCLC-B), TACE is considered the standard locoregional therapy, and serves as a pivotal modality in both bridging to transplantation and implementing downstaging strategies [4]. Given the high risk of postoperative recurrence, both adjuvant TACE following resection and repeat TACE after recurrence are frequently adopted in clinical practice, though their survival benefits remain heterogeneous and controversial [6]. Despite achieving an objective response rate of ~50–60%, about 40% of patients either fail to respond or experience rapid recurrence, leading to substantial variability in treatment outcomes [7]. The acute ischemia and hypoxia induced by TACE can activate the HIF-1/2 signaling axis, which promotes angiogenesis, immunosuppression, epithelial–mesenchymal transition, and metabolic reprogramming, thereby driving resistance to TACE [8].

Metabolic adaptations are a hallmark of malignant cells [9], with the PPP supplying nucleotide precursors and NADPH to sustain biosynthesis and redox homeostasis under stress [10]. Within this pathway, TKT is a key enzyme in the non-oxidative branch that acts as a rate-limiting factor [11] and is frequently elevated in HCC, where it is associated with unfavorable outcomes [12]. In addition to its catalytic activity, nuclear-localized TKT aids tumor development by engaging transcriptional regulators and kinases, and its presence in the nucleus is associated with a worse prognosis in HCC [13]. In parallel, c-Myc abundance is tightly regulated post-translationally: ERK-mediated phosphorylation at Ser62 stabilizes c-Myc, whereas sequential phosphorylation at Thr58 by GSK3β primes it for ubiquitin–proteasome-mediated degradation [14, 15]. Inhibition of the MEK/ERK pathway destabilizes c-Myc, thereby reducing proliferation and anchorage-independent growth in tumor cells [16]. Collectively, these findings indicate that PPP/TKT activity and c-Myc proteostasis converge critically in HCC pathobiology; however, the mechanisms by which TKT influences oncogenic transcriptional regulation remain incompletely defined.

The goal of this study is to systematically explore how TKT influences HCC, its relationship with TACE response, and the molecular processes behind the TKT–c-Myc positive feedback loop contributing to TACE resistance. Our findings demonstrate that TKT promotes HCC progression by enhancing ERK-mediated stabilization of c-Myc. In turn, c-Myc accumulation transcriptionally reactivates TKT, forming a positive feedback circuit that exacerbates HCC progression. Targeting this pathway may offer a potential strategy for combining TACE with metabolic treatments.

## Results

### TKT is highly expressed in TACE-resistant HCC patients

By applying weighted gene co-expression network analysis (WGCNA), 17 distinct gene modules were identified with the dynamic tree-cutting method, each assigned a specific color (Fig. 1A–C, Supplementary Fig. S1A). Among them, the blue module showed the most significant correlation, containing a total of 5681 genes (Supplementary Fig. S1B). Differential expression analysis further identified 1209 genes (Supplementary Fig. S1C, D), and intersection with the oxidative stress-related gene set (OS) yielded 43 overlapping genes (Fig. 1D). Through the application of three machine learning algorithms, five hub genes were screened out (Fig. 1E–H, Supplementary Fig. S1E). Considering previous findings that TACE resistance is closely associated with hypoxia-induced metabolic reprogramming, TKT was selected as the candidate gene for further investigation in HCC TACE resistance. Notably, patients with TACE resistance exhibited higher TKT expression (Fig. 1I). Kaplan–Meier analysis showed that elevated TKT was associated with poorer overall survival (Fig. 1J). Consistently, IHC of specimens from TACE-treated patients revealed increased TKT levels in resistant tumors (Fig. 1K), supporting TKT as a prognostic biomarker.

**Fig. 1:**
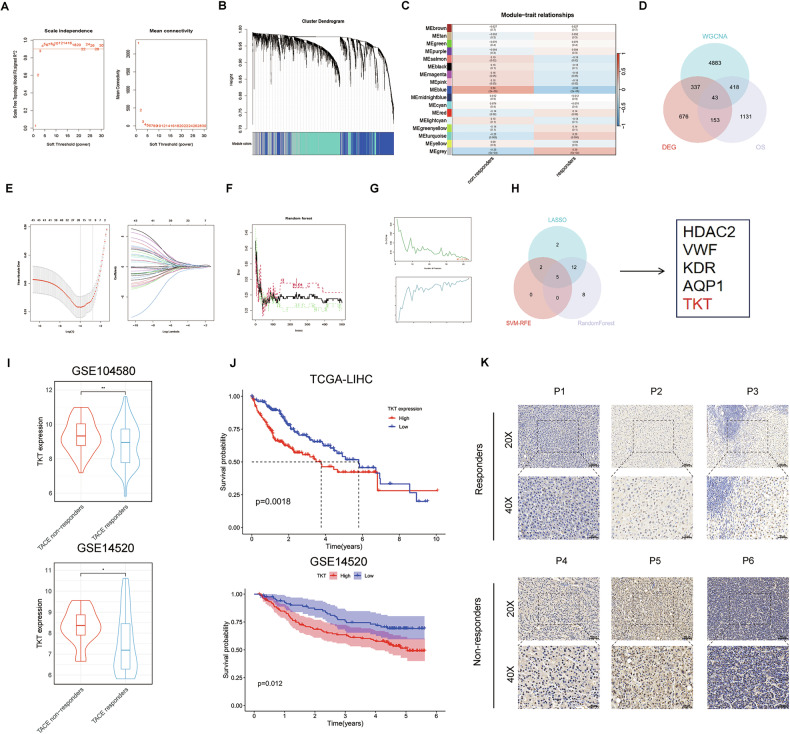
Identification of TKT as a hub gene linked to TACE resistance in HCC. **A** Scale-free topology model fit for WGCNA. **B** Gene dendrogram with module colors. **C** Heatmap of correlations between module eigengenes and TACE response. **D** Venn diagram of WGCNA modules, DEGs, and oxidative stress-related genes. **E**–**G** LASSO, random forest, and SVM-RFE analyses identifying candidate hub genes. **H** Intersection of machine-learning algorithms yielding five hub gene). **I** Boxplots of TKT expression in responders vs. non-responders. **J** Kaplan–Meier analysis of overall survival by TKT expression. **K** Representative IHC of TKT in tumors from responders and non-responders.

### TKT enhances the tumorigenic capacity of HCC cells in vitro

mRNA and Protein expression of TKT across five HCC cell lines were examined by qRT-PCR and Western blotting. Results revealed significantly elevated expression of TKT in HCCLM3 cells and low expression in Huh7 cells (Fig. 2A). To elucidate its functional role, TKT was silenced in HCCLM3 cells with high endogenous expression, while it was overexpressed in Huh7 cells with low basal expression. Both Western blotting and RT-qPCR confirmed effective knockdown and overexpression (Fig. 2B, C). Functional assays demonstrated that TKT promoted cell proliferation, migration, invasion, and resistance to apoptosis. EdU staining showed that TKT overexpression markedly enhanced proliferation in Huh7 cells, whereas TKT knockdown significantly suppressed proliferation in HCCLM3 cells (Fig. 2D). Consistently, colony formation assays revealed a greater number of colonies in the TKT-overexpressing Huh7 group and a significant reduction in colonies in TKT-silenced HCCLM3 cells (Fig. 2E). Migration and invasion assays further supported these findings. Both Transwell and wound healing assays indicated that TKT overexpression increased the migratory potential of Huh7 cells, whereas TKT knockdown impaired migration in HCCLM3 cells (Fig. 2F, G). Western blotting confirmed that TKT promoted EMT, as evidenced by decreased E-cadherin and increased N-cadherin and Vimentin expression (Fig. 2J), suggesting that TKT may enhance migration and invasion through EMT regulation. Apoptosis analysis by flow cytometry showed that TKT overexpression significantly reduced apoptosis in Huh7 cells, while TKT knockdown increased apoptosis in HCCLM3 cells (Fig. 2H). Under conditions simulating TACE therapy with lobaplatin treatment, cells overexpressing TKT exhibited reduced apoptosis, indicating that TKT may confer survival advantages in the TACE microenvironment by suppressing apoptosis. Finally, cell proliferation under lobaplatin-induced stress was assessed using the CCK-8 assay. Lobaplatin suppressed proliferation in both Huh7 and HCCLM3 cells, but proliferation was considerably higher in the TKT-overexpression group compared to the TKT-knockdown group (Fig. 2I). Notably, TKT overexpression enhances the ability of forming tumoursphere structures in Huh7 cells (Fig. 2K). Collectively, these findings demonstrate that TKT enhances tumorigenic potential in HCC cells by regulating proliferation, migration, invasion, EMT, and apoptosis, thereby promoting cell survival and growth under TACE treatment conditions.

**Fig. 2:**
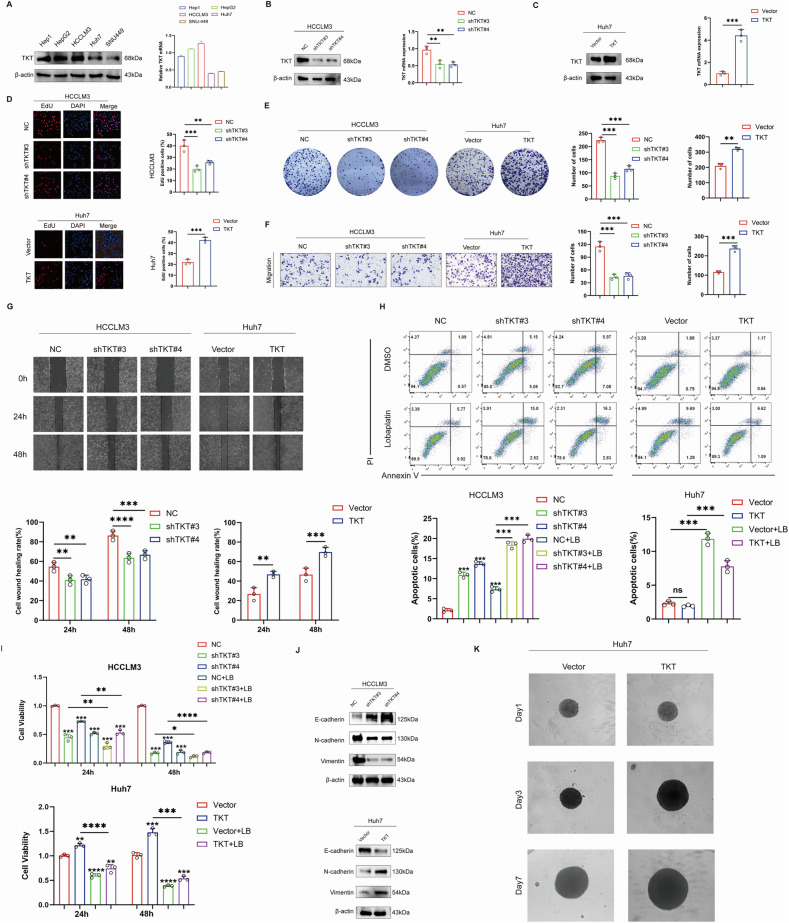
TKT promotes proliferation, migration, invasion, and apoptosis resistance in HCC cells. **A**–**C** Western blot of TKT expression and validation of knockdown/overexpression. **D**, **E** EdU and colony formation assays showing TKT enhances proliferation. **F**, **G** Transwell and wound healing assays showing TKT promotes migration. **H**, **I** Apoptosis and CCK-8 assays under lobaplatin treatment showing TKT confers survival. **J** Western blot of EMT markers. **K** Overexpression of TKT increased the ability of Huh7 cells to form tumoursphere structures.

### TKT interacts with RAF1 and activates the ERK pathway

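RNA from 3 cultures of cells overexpressing TKT and 3 cultures of vector control cells was sequenced. Huh7 is a human hepatocellular carcinoma cell line. The paper's Results name Huh7 for this experiment, its Methods name HCCLM3, and the sample labels carry a spelling close to Huh7, so the libraries were treated as Huh7. According to the Methods, the authors trimmed the reads with fastp, aligned them with HISAT2 and counted them per gene with featureCounts. The paper's text does not name the genome build, the annotation or the strand and multi-mapping options. The deposited counts are whole numbers without normalization per gene symbol, each with at least 1 count, and a second table gives FPKM values. The TKT-overexpressing cultures had 37096156, 31188058 and 32406994 counts (median 32406994), and the vector control cultures had 31618541, 30148788 and 33815829 (median 31618541). The 10 most abundant genes took between 8.21% and 8.75% of the counts of a library. From the counts, TMM factors were computed in edgeR and the 14162 genes that passed its expression filter were tested with the quasi-likelihood test, with Benjamini-Hochberg adjustment and no pairing of the cultures. No pair of libraries looked like copies of 1 library. The chi-square per degree of freedom between the counts of 2 replicates of a condition lay between 7.25 and 10.0, and that between libraries of different conditions between 31.1 and 38.7.
TKT lies on chromosome 3 of GRCh38 from 53224707 to 53256052 on the minus strand (GENCODE 29). Its counts were 348402, 294602 and 308875 in the TKT-overexpressing cultures and 15626, 14256 and 17275 in the control cultures. Normalized as CPM (counts scaled to a common library size), TKT had 9448 ± 87.99 CPM (SD, n = 3) on overexpression and 494 ± 23.0 (SD, n = 3) in control cells. The log2 fold change was 4.26 (standard error 0.04, adjusted p = 1.15e-25 from edgeR's quasi-likelihood test), a 19.1-fold difference. Each TKT-overexpressing culture exceeded each control culture (exact two-sided permutation test, p = 0.1, the smallest p that 3 cultures against 3 allow). With each culture left out in turn, the log2 fold change lay between 4.22 and 4.29. TKT took between 0.939% and 0.953% of all counts on overexpression and between 0.0473% and 0.0511% in control cells. The counts do not separate transcripts of the introduced TKT from those of the endogenous gene.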

To interrogate the potential molecular mechanism of TKT in HCC, RNA-seq analysis was performed on Huh7 cells overexpressing TKT in comparison with control cells. 

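At an absolute log2 fold change over 1 and an adjusted p-value under 0.05, the thresholds of the paper's Statistical analysis section, edgeR's quasi-likelihood test called 103 DEGs in TKT-overexpressing cells, of which 99 were higher and 4 lower. The threshold moved this number most. At an adjusted p-value under 0.05 with no minimum fold change, 1505 genes were called, 806 higher and 699 lower, and their median absolute log2 fold change was 0.27. At the dashed lines of Fig. 3A, read by eye as an absolute log2 fold change of 0.5 and an unadjusted p-value of 0.05, 559 genes were past the lines, 459 higher and 100 lower, and 283 of them also had an adjusted p-value under 0.05. DESeq2, the tool the paper names, called 63 genes at the thresholds of the Statistical analysis section, of which 52 were among the 103. In 102 of the 103 genes, the values of the conditions did not overlap. Non-overlap was seen in 28.0% of all tested genes, and chance gives 10% with 3 cultures against 3. The exception was SMG1P2, a pseudogene with at most 56 counts in 5 of the 6 libraries. Only 39 of the 103 genes had a mean log2 CPM of 1 or more, and all 39 were higher.
Among those 39, ANKRD1 and NPPB had the largest rises after TKT, and PATJ was among the 5 largest. ANKRD1 rose from 3.31 ± 0.461 to 17.0 ± 1.39 CPM (SD, n = 3 each), a log2 fold change of 2.36 (standard error 0.13, adjusted p = 2.95e-11). The log2 fold changes of NPPB and PATJ were 2.30 (standard error 0.27) and 1.78 (0.26), with adjusted p-values of 2.79e-05 and 8.68e-05 in the same edgeR test. Over all tested genes, the smallest p-values after that of TKT belonged to CYP1A1, DUSP1, PPP1R15A and CXCL8, of which CYP1A1, with a log2 fold change of 0.86, was not among the 103 DEGs. The 4 lower genes, SPDYE18, H2AC14, EXOC3L4 and GIPR, were all of low abundance, with control means between 0.533 and 2.60 CPM, and are named because there are only 4. In 3 of the called genes every control culture had at most 3 counts, so the fold is a lower bound. INSM2 was at least 4.10-fold, LYPD1 at least 6.01-fold and ZEB2 at least 4.59-fold higher.

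**Figure D1:**
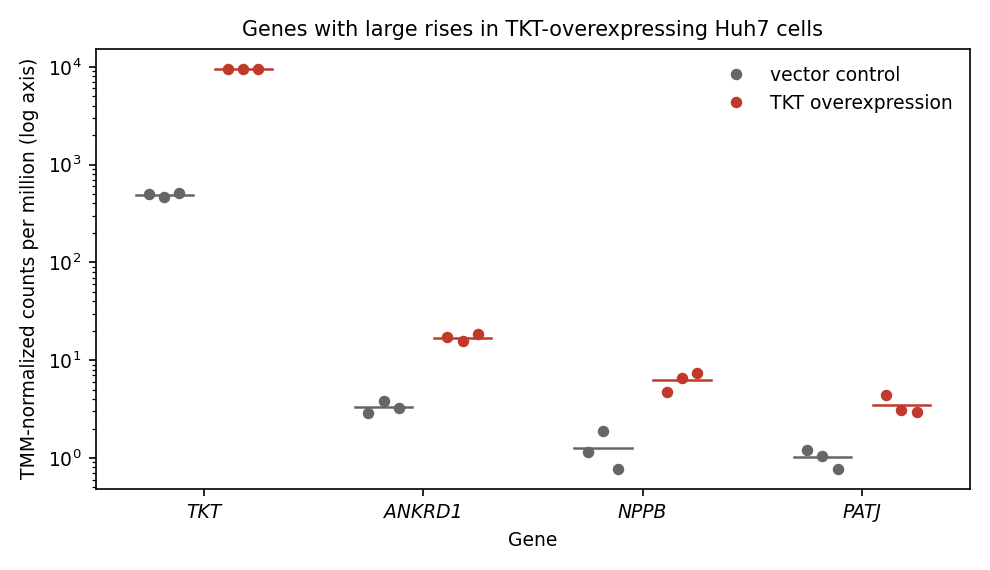
TMM-normalized CPM (log axis) of TKT, ANKRD1, NPPB and PATJ, in 3 vector control and 3 TKT-overexpressing cultures. Points are cultures and lines are means. TKT lies between 469 and 515 CPM in control cells and between 9386 and 9543 on overexpression.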

In aggregate, 558 differentially expressed genes (DEGs) were identified—452 upregulated and 106 downregulated (Fig. 3A, B). 

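The deposited table assigns genes to KEGG pathways, and 343 pathways had at least 5 tested genes. Of the 211 tested genes of the MAPK signaling pathway, 5 were among the 103 called genes against 1.53 by chance (odds ratio 3.43, one-sided Fisher's exact test, p = 0.0189, adjusted p = 0.461). They were AREG, DUSP1, DUSP10, GDNF and HSPA6, all higher. DUSP1 had a log2 fold change of 1.26 (standard error 0.05) and DUSP10 one of 1.07 (standard error 0.10), and both encode phosphatases that act on MAP kinases. GDNF and HSPA6 had at most 33 and 83 counts in any culture. The adjusted p of HSPA6 was under 0.05 in 14 of 18 alternatives. In edgeR it was 0.0728 without TKT overexpression replicate 1, 0.0574 without vector control replicate 1 and 0.0549 with the replicate number as a block. In limma on log2(FPKM + 0.1) it was 0.0506. By p-value the pathway ranked 14 of 343, and by number of called genes no other pathway of Fig. 3C had more. Legionellosis ranked first, with 4 called genes of 40 (adjusted p = 0.0676), and no pathway had an adjusted p-value under 0.05 against 26 with an unadjusted p-value under 0.05. The call depended on which genes entered the test. Past the dashed lines of Fig. 3A, 19 of the 211 genes were called, all higher, against 8.33 by chance (odds ratio 2.46, one-sided Fisher's exact test, adjusted p = 0.0346), the pathway ranked 7, and 10 pathways had an adjusted p-value under 0.05. With DESeq2, the same lines and no expression filter, 21 of 260 genes were called (odds ratio 2.98, Fisher's exact test, adjusted p = 0.00348). The pathway then ranked 1 of 350, and 16 pathways had an adjusted p-value under 0.05. Cytokine-cytokine receptor interaction and TGF-beta had the same adjusted p. The background matters too. At the main thresholds in edgeR, all genes with at least 1 count as background gave an odds ratio of 4.345 and a rank of 10. In the fits that each left out 1 culture, the odds ratio at the main thresholds lay between 2.78 and 4.43 and the adjusted p-value between 0.283 and 0.463, and over all 13 alternatives the adjusted p-value lay between 3.46e-05 and 0.704. The lowest came from the 1505 genes at an adjusted p-value under 0.05 with no minimum fold change, a test of pathways chosen after seeing the data. In it 47 of the 211 genes were called, 32 higher and 15 lower (odds ratio 2.46), and the pathway ranked 6. That test put 93 of the 343 pathways at an adjusted p-value under 0.05, so it was not specific to MAPK. A hand-written list of MAPK genes was also tested as a set. The median log2 fold change of its 204 tested genes was 0.02 and camera, limma's competitive set test, gave an adjusted p of 0.136 over 17 lists. With the correlation between genes estimated for each list, it gave 0.104, and a ranking of all genes, tested with fgsea, gave 0.611. Fry, which makes no comparison with other genes, gave 0.00170 toward higher. With the estimated correlation held fixed, a test chosen after seeing the data, camera gave 0.0109 toward higher. The list was past 0.05 in these last 2 of its 15 alternatives. In that list 31 genes were higher and 15 lower at an adjusted p-value under 0.05 over all genes, and 36 and 20 when adjusted over the list alone.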

KEGG enrichment analysis indicated that the MAPK signaling pathway was the most significantly altered in response to TKT overexpression (Fig. 3C). 

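Among the 6162 GO terms with at least 5 tested genes, 8 had an adjusted p-value under 0.05 for the 103 called genes. Extracellular region came first, with 31 of 1091 genes against 7.93 by chance (odds ratio 5.28, one-sided Fisher's exact test, adjusted p = 1.10e-07), and all 31 were higher. Signal transduction held 19 called genes of 929 against 6.76 by chance (odds ratio 3.27, adjusted p = 0.0311), of which 18 were higher. With the higher genes only, the odds ratio was 3.21 and the adjusted p-value 0.0536, and with the replicate number as a block they were 3.13 and 0.207. In the fits that each left out 1 culture, its odds ratio lay between 2.23 and 3.69 and its adjusted p-value between 0.0101 and 0.847, and it was under 0.05 in 2 of 6, those without TKT overexpression replicate 1 and without vector control replicate 2. The highest value came without TKT overexpression replicate 2. Over all 12 alternatives, it was under 0.05 in 6. Growth factor activity held 6 of 80 genes (odds ratio 11.7, adjusted p = 0.0306), and its adjusted p was 0.141 without TKT overexpression replicate 3, 0.0503 without vector control replicate 2 and 0.0629 without vector control replicate 3. Extracellular matrix organization held 4 of 85, CRISPLD2, MMP23B, NR2E1 and THSD4, against 0.618 by chance (odds ratio 6.97, adjusted p = 0.371), and extracellular matrix 6 of 118 (odds ratio 7.70, adjusted p = 0.107). Without vector control replicate 3 these odds ratios were 2.04 and 1.46. Cell motility held 0 of 35 against 0.255 by chance, and cell migration 1 of 202, HBEGF, against 1.47. Past the dashed lines of Fig. 3A, signal transduction held 62 genes, 58 of them higher (adjusted p = 0.00791), and extracellular matrix 16 (adjusted p = 0.00482). Extracellular matrix organization held 8 genes (adjusted p = 0.474), but 21 of the genes at an adjusted p-value under 0.05 with no minimum fold change, 16 of them higher (odds ratio 2.78, adjusted p = 0.0101), a test chosen after seeing the data. Past the lines cell migration held 12 against 7.97 by chance and cell motility 3 against 1.38, each of the last pair with an adjusted p of 1. The terms are those the deposited table gives each gene.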

GO enrichment analysis showed that TKT overexpression preferentially upregulated genes governing signal transduction, cell motility, and extracellular matrix organization (Supplementary Fig. S2A). These patterns suggest that TKT enhances intercellular communication and migration, thereby increasing cellular activity and responsiveness to external stimuli and potentially driving cellular remodeling and tumor invasion. Using the Hipredict online database to predict TKT-interacting proteins within the MAPK pathway, five candidate genes were identified, with RAF1 being the most prominent (Fig. 3D, Supplementary Fig. S2B). GSEA enrichment indicates upregulation of pathways related to keratinization, cytoskeletal remodeling, and H4 histone acetyltransferase activity, whereas sphingolipid metabolism is downregulated. These alterations are consistent with hallmarks of hepatocellular carcinoma progression, including heightened proliferation and migration together with epigenetic activation (Supplementary Fig. S2C). 

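In a ranking of all symbols of the table by log2 fold change, tested with fgsea on terms of the deposited table, keratinization had a normalized enrichment score of 1.56 (20 genes, adjusted p = 0.00649 over 5 terms), keratin filament 1.47 (15 genes, adjusted p = 0.0218) and filopodium tip 1.43 (17 genes, adjusted p = 0.0293). H4 histone acetyltransferase activity had a score of -1.7 (11 genes, adjusted p = 0.00649), that is, its genes ranked lower on TKT overexpression, and sphingolipid metabolism one of -1.60 (51 genes, adjusted p = 0.00649). Of the 20 keratinization genes, 13 had a mean of at most 3 counts. Among the genes with at least 10 counts in every culture, the score was -1.25 for keratinization, 1.28 for keratin filament and 1.44 for filopodium tip (adjusted p = 0.373 for each), 0.97 for H4 histone acetyltransferase activity (adjusted p = 0.520) and -0.95 for sphingolipid metabolism (adjusted p = 0.520). With each culture left out in turn, the adjusted p-value of filopodium tip was under 0.05 in 3 of 6 fits. It was 0.528 without TKT overexpression replicate 3, 0.153 without vector control replicate 1 and 0.108 without vector control replicate 2. Without TKT overexpression replicate 2 it was 0.136 for both keratin terms, and without vector control replicate 3 it was 0.0581 for keratin filament. Sphingolipid metabolism had 0.0983 without vector control replicate 1 and 0.0658 without vector control replicate 2. The score of the H4 term rested on HAT1. HAT1 had 751 counts in control replicate 3 and between 1 and 25 in the other 5 libraries, and in edgeR's test of each gene it had an adjusted p of 0.319. Without control replicate 3 the score was -0.95 (adjusted p = 0.509). ING3 had a log2 fold change of 0.38 and the other 9 genes between -0.07 and 0.12 in the ranking. Over the genes that passed the expression filter, camera gave no adjusted p-value under 0.05 for these terms. Adjusted p was 0.973 for the H4 term, 0.721 for keratinization (5 genes tested) 0.973 for keratin filament, and 0.540 for both filopodium tip and sphingolipid metabolism. The 13 tested genes of filopodium tip had a median log2 fold change of -0.04, and both camera and fry pointed toward lower for them, with an adjusted p of 0.0241 in fry, against the direction of the ranking.

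**Figure D2:**
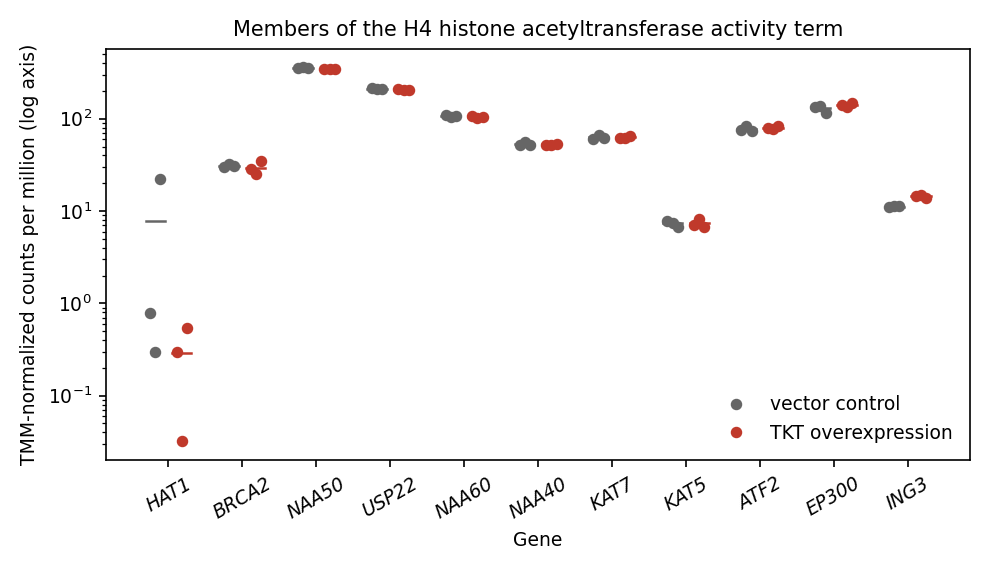
TMM-normalized CPM (log axis) of the 11 genes of the H4 histone acetyltransferase activity term, in 3 vector control and 3 TKT-overexpressing cultures. Points are cultures and lines are means. HAT1 reached 22.4 CPM in 1 control culture and lay under 1 in the others.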

Molecular docking simulations based on the protein structures of TKT and RAF1 further indicated a strong potential for their interaction (Fig. 3E). Co-immunoprecipitation (CoIP) experiments confirmed endogenous interaction between TKT and RAF1 in HCCLM3 cells (Fig. 3F). To further validate the TKT–RAF1 interaction, we performed reciprocal exogenous Co-IP in HEK-293T cells co-expressing TKT-Flag and RAF1-HA. Anti-Flag immunoprecipitation followed by HA immunoblotting detected RAF1-HA in the TKT-Flag precipitate, and reciprocal anti-HA immunoprecipitation followed by Flag immunoblotting detected TKT-Flag in the RAF1-HA precipitate (Fig. 3G). Immunofluorescence assays demonstrated co-localization of TKT and RAF1, predominantly within the cytoplasm of HCCLM3 cells (Fig. 3H). Functionally, inhibition of TKT in HCCLM3 cells reduced p-c-Raf (Ser338), whereas overexpression of TKT in Huh7 cells increased p-c-Raf (Ser338) levels. Total c-Raf expression remained unchanged (Fig. 3I). Similarly, TKT inhibition decreased downstream p-ERK1/2 levels, while TKT overexpression led to their upregulation (Fig. 3J). These findings collectively indicate that TKT directly binds to RAF1 and facilitates activation of the MAPK/RAF1/ERK signaling cascade.

**Fig. 3:**
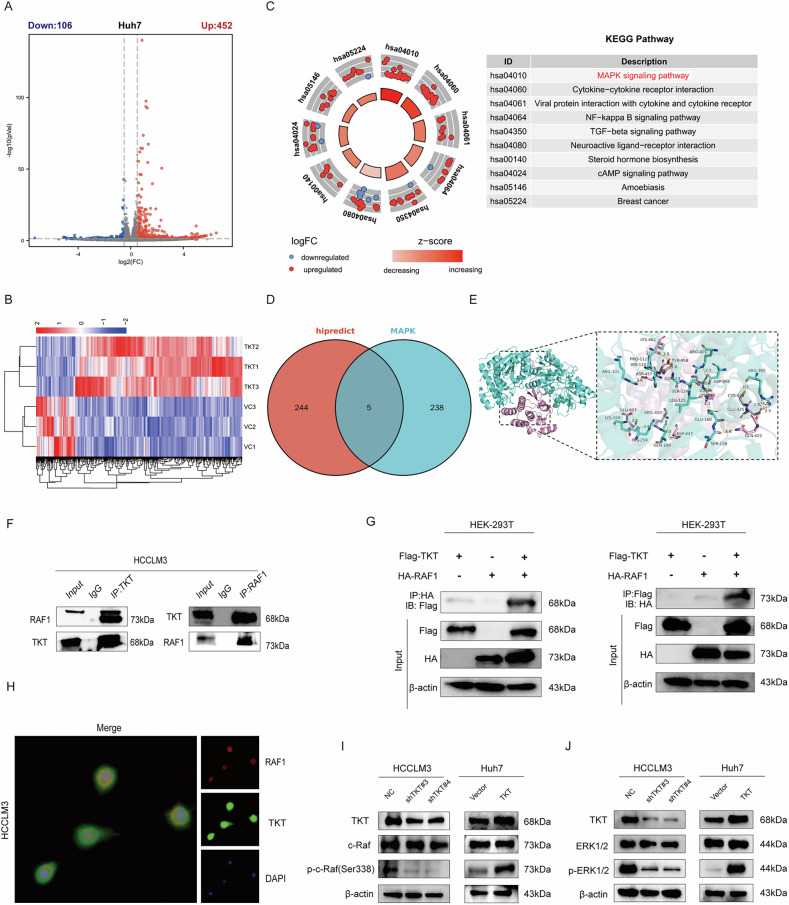
TKT interacts with RAF1 and activates ERK signaling. **A**, **B** Volcano plot and heatmap of DEGs upon TKT overexpression. **C** KEGG analysis highlighting MAPK signaling. **D**, **E** Venn diagram and molecular docking predicting TKT–RAF1 interaction. **F**–**H** Interactions between endogenous and exogenous TKT and RAF1, and immunofluorescence confirming cytoplasmic co-localization. **I**, **J** Western blot showing TKT regulates c-Raf (Ser338) and ERK1/2 phosphorylation.

### TKT enhances c-Myc protein stability via ERK pathway activation

The ERK pathway regulates c-Myc stability through direct phosphorylation at serine 62 (S62), a mechanism that has been well established. Gene set enrichment analysis (GSEA) of the GSE104580 and GSE14520 datasets revealed that Myc target genes were significantly enriched in the TKT high-expression HCC group (Fig. 4A). Based on this observation, we hypothesized that TKT enhances ERK-mediated stabilization of c-Myc through interaction with RAF1. Experimental results demonstrated that TKT does not regulate c-Myc at the mRNA transcriptional level, as confirmed by qRT-PCR (Fig. 4B, C). In TKT-knockdown HCCLM3 cells, both total c-Myc and p-c-Myc(S62) levels were significantly reduced in parallel with decreased p-ERK1/2. Conversely, in Huh7 cells overexpressing TKT, c-Myc and p-c-Myc(S62) levels were markedly elevated (Fig. 4D). Cycloheximide (CHX) chase assays revealed that TKT knockdown significantly accelerated c-Myc degradation compared with control cells (Fig. 4E). Pretreatment with the proteasome inhibitor MG132 effectively rescued c-Myc degradation caused by TKT deficiency, whereas the lysosomal inhibitor CQ had no effect (Fig. 4G, H). Conversely, TKT overexpression significantly delayed c-Myc degradation in Huh7 cells (Fig. 4F). Ubiquitination analysis further confirmed that TKT knockdown enhanced c-Myc ubiquitination and degradation, while TKT overexpression suppressed these processes (Fig. 4I, J). Collectively, these results support the conclusion that TKT stabilizes c-Myc protein by interacting with RAF1 and activating the ERK pathway, thereby inhibiting ubiquitin-mediated degradation and increasing c-Myc protein levels.

**Fig. 4:**
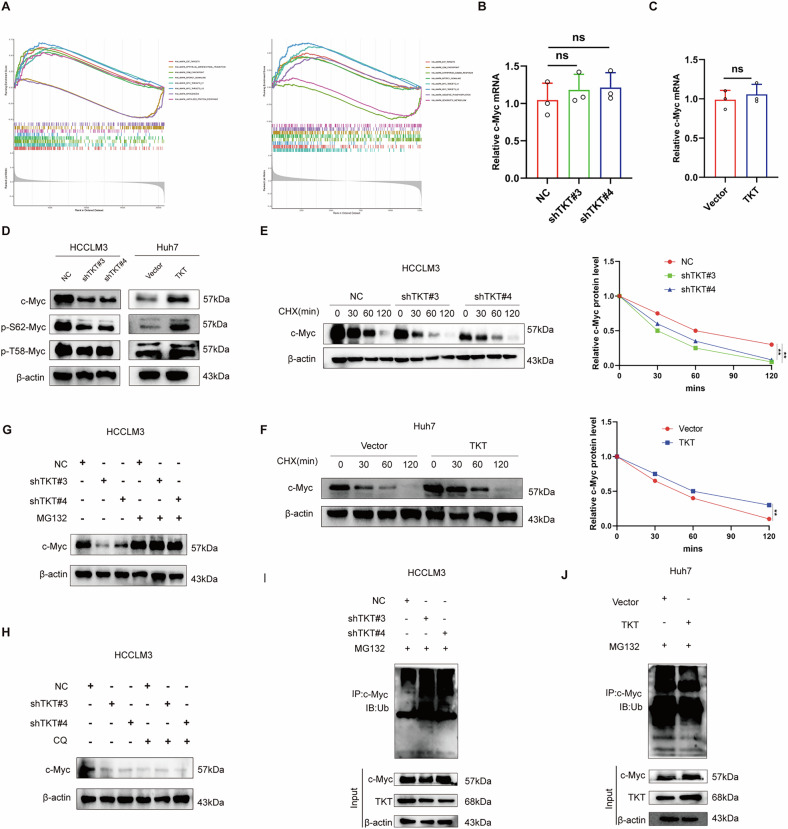
TKT stabilizes c-Myc by activating ERK and suppressing ubiquitin-mediated degradation. **A** GSEA showing enrichment of Myc targets in TKT-high HCC. **B**, **C** qRT-PCR showing TKT does not alter c-Myc mRNA. **D** Western blot showing TKT regulates c-Myc and p-S62-c-Myc protein. **E**, **F** CHX chase assays showing accelerated c-Myc degradation upon TKT knockdown and delayed degradation upon overexpression. **G**, **H** MG132, but not chloroquine, rescues c-Myc in TKT-deficient cells. **I**, **J** Ubiquitination assays showing TKT knockdown enhances, while overexpression reduces, c-Myc ubiquitination.

### c-Myc promotes TKT-mediated progression of HCC

To evaluate whether c-Myc is implicated in the progression of HCC mediated by TKT, c-Myc was overexpressed in TKT-silenced HCCLM3 cells, which restored TKT expression (Fig. 5A). Restoration of c-Myc expression reversed the inhibitory effects of TKT knockdown on HCCLM3 cell proliferation and migration (Fig. 5B, C, F, H). Conversely, in TKT-overexpressing Huh7 cells, treatment with the c-Myc inhibitor 10058-F4 effectively abolished the pro-proliferative and pro-migratory effects of TKT overexpression (Fig. 5D, E, G, I, J). Taken together, these results suggest that c-Myc is essential for driving the progression of TKT-induced HCC.

**Fig. 5:**
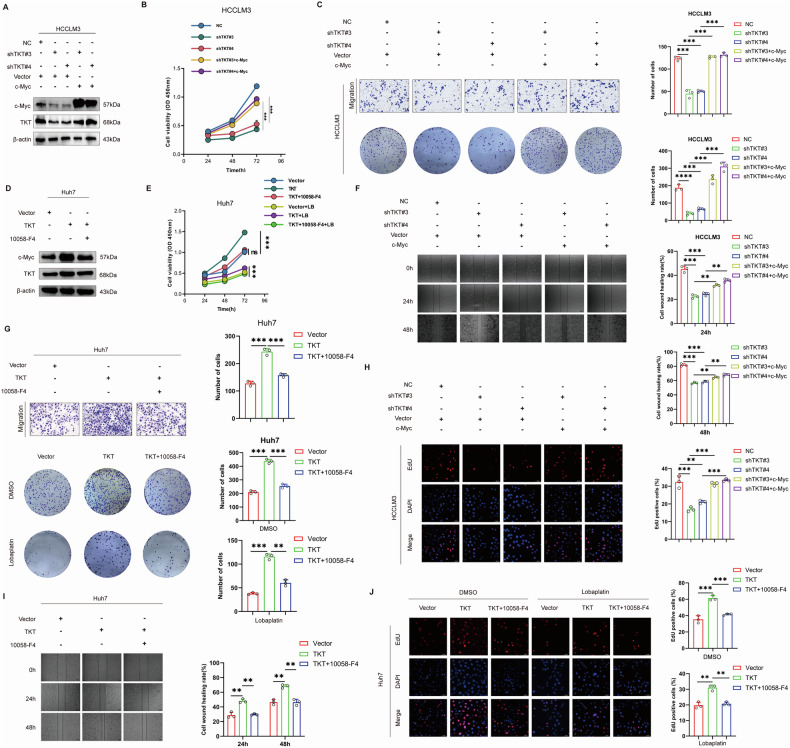
c-Myc mediates TKT-driven HCC progression. **A**–**C** Rescue of proliferation, invasion, and colony formation in TKT-knockdown HCCLM3 cells by c-Myc overexpression. **D**, **E** Western blot and CCK-8 assays showing 10058-F4 suppresses c-Myc and abolishes TKT-driven proliferation in Huh7 cells. **F**–**H** Wound healing, Transwell, and colony assays showing c-Myc rescues or 10058-F4 suppresses TKT-driven migration and invasion. **I**, **J** EdU assays showing c-Myc overexpression restores proliferation suppressed by TKT knockdown, while 10058-F4 blocks TKT-induced proliferation.

### c-Myc promotes transcription of TKT in HCC

To gain a deeper understanding of the regulatory role of TKT in HCC development, bioinformatics analyses across four public databases identified 45 candidate transcription factors, including c-Myc and RAD21 (Fig. 6A). mRNA correlation analysis using the TCGA-LIHC dataset revealed that only c-Myc and RAD21 showed positive correlations with TKT expression (*r* > 0.3, *P* < 0.05, Fig. 6B). The survival analysis revealed a significant correlation between high c-Myc expression and shorter overall survival (OS), whereas RAD21 showed no statistical significance (Fig. 6C). Moreover, when patients were stratified into quartiles (Q1–Q4) based on MYC expression, TKT expression levels increased progressively with higher MYC expression (Fig. 6D), suggesting that MYC may act as a transcription factor positively regulating TKT expression. Western blotting further confirmed that c-Myc inhibition markedly reduced TKT expression at both protein and mRNA levels, whereas c-Myc overexpression led to a significant upregulation of TKT (Fig. 6E, F). Immunohistochemistry (IHC) staining of specimens from TACE-resistant patients showed that TKT expression was lower in c-Myc–low cases, whereas c-Myc–high cases exhibited higher TKT expression (Fig. 6G). As illustrated in Fig. 6H, a VX2 rabbit orthotopic liver cancer TACE model was established. Serial CT scans collected from tumor sites at 7 days revealed slower tumor progression in the TACE-responders group, whereas tumors in the TACE-non-responders group progressed rapidly (Fig. 6I). Subsequent IHC results showed higher expression of TKT and c-Myc, as well as increased proliferation and reduced apoptosis in the TACE non-responders group, consistent with our previous findings (Supplementary Fig. S2D).

**Fig. 6:**
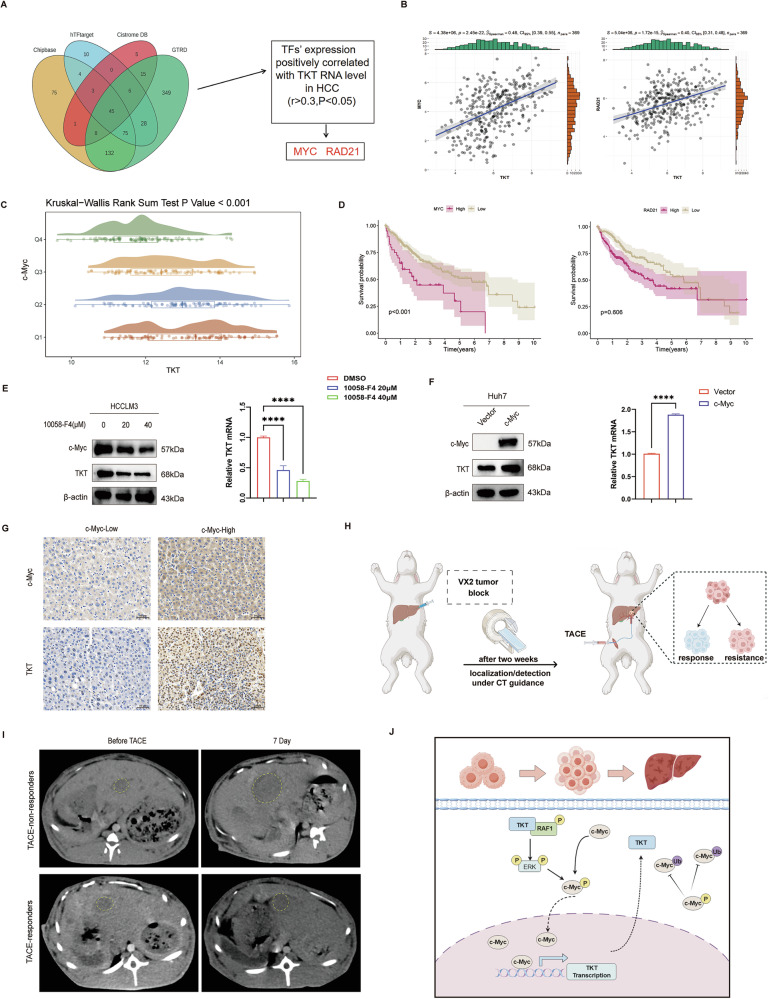
c-Myc transcriptionally regulates TKT and correlates with TACE resistance in vivo. **A**, **B** Bioinformatic prediction and correlation analysis identifying c-Myc as a TKT regulator. **C**, **D** Kruskal–Wallis and Kaplan–Meier analyses showing higher TKT expression and poorer survival with high c-Myc. **E**, **F** Western blot and qRT-PCR showing 10058-F4 reduces, while c-Myc overexpression increases, TKT levels. **G** IHC showing higher TKT expression in c-Myc–high tumors. **H** VX2 rabbit TACE model. **I** Tumor CT images before and after TACE. **J** The mechanism chart.

## Discussion

Our goal in this study was to explore how TKT contributes to HCC progression and its impact on resistance to TACE therapy, while delineating the underlying molecular mechanisms. Our principal findings establish that TKT is overexpressed in TACE-resistant HCC, where it forms a positive feedback loop with c-Myc via RAF1-mediated ERK activation, thereby promoting tumor proliferation, migration, EMT, and apoptosis resistance, highlighting a novel metabolic-oncogenic circuit driving therapeutic refractoriness.

The increased expression of TKT in TACE-resistant HCC patients, revealed by weighted gene co-expression network analysis and machine learning algorithms, highlights its importance as a central gene in hypoxia-driven metabolic reprogramming. Under TACE-induced ischemic stress, tumor cells exploit the PPP to sustain nucleotide biosynthesis and redox balance, with TKT acting as a rate-limiting enzyme in the non-oxidative branch. Our in vitro functional assays demonstrate that TKT overexpression enhances proliferative capacity, as evidenced by increased EdU incorporation and colony formation, while knockdown impairs these processes. This aligns with the hypothesis that TKT confers adaptive survival advantages by rerouting glucose metabolism away from oxidative phosphorylation toward anabolic pathways, mitigating oxidative stress and supporting rapid cell division in nutrient-deprived microenvironments.

Further mechanistic insights reveal that TKT interacts directly with RAF1, leading to phosphorylation at Ser338 and subsequent activation of the ERK pathway. RNA-seq and KEGG enrichment analyses confirmed MAPK signaling as the predominant pathway altered by TKT modulation, with co-immunoprecipitation and immunofluorescence validating the cytoplasmic co-localization of TKT and RAF1. This interaction likely stabilizes RAF1 conformation, amplifying downstream ERK phosphorylation and integrating metabolic cues with mitogenic signaling. Consequently, activated ERK phosphorylates c-Myc at Ser62, enhancing its protein stability and inhibiting ubiquitin-mediated degradation, as corroborated by cycloheximide chase and ubiquitination assays. The resultant c-Myc accumulation drives oncogenic transcription, perpetuating tumor aggressiveness in the context of TACE resistance.

TKT catalyzes key reactions in the non-oxidative branch of the PPP. By directing carbon flux through this branch, TKT enables tumor cells to meet diverse metabolic demands under varying conditions [17]. TKT expression is also closely linked to chemoresistance [18]. Thus, TKT is a critical contributor to tumorigenesis and progression. Our findings are consistent with prior reports linking TKT overexpression to poor HCC prognosis and tumor promotion [12]. For instance, TKT nuclear localization enhances HCC proliferation via metabolic and non-metabolic functions, mirroring our observations of TKT’s role in cell cycle progression and viability [13]. Across multiple cancers, including HCC, TKT upregulation correlates with increased PPP flux and stress-adaptive survival [19], aligning with our identification of TKT as a hypoxia-related gene associated with TACE resistance. Important differences also emerge. Previous work showed that TKT-mediated inhibition of the farnesoid receptor facilitates HCC initiation [20], whereas the present data delineate a RAF1–ERK–c-Myc signaling axis, addressing a gap in understanding non-metabolic signaling by TKT.

Aberrant glycolysis and lipid metabolism are increasingly recognized as key drivers of treatment refractoriness in HCC and plausibly contribute to TACE failure [21]. AKR1B1 inhibition reverses systemic therapy resistance by targeting metabolic plasticity in HCC, supporting the hypothesis that perturbing PPP enzymes can sensitize tumors to locoregional therapies [22]. We extend this framework by integrating oncogenic signaling rather than attributing resistance solely to mitochondrial adaptations [23, 24]. We identify a feedback loop that amplifies metabolic and transcriptional programs, providing a mechanistic basis for the heterogeneous outcomes observed across clinical TACE cohorts [25].

c-Myc is a key regulatory factor involved in various biological processes, primarily through the direct or indirect modulation of transcription factors that control the expression of multiple genes [26]. The relationship between TKT and c-Myc has been observed in other cancer types as well. For example, in MYC-driven medulloblastomas, MYC upregulates TKT transcriptionally, enhancing the PPP to support cell proliferation and mitigate oxidative stress [27]. Additionally, in head and neck squamous cell carcinoma, the c-MYC-NRF2 axis directly activates TKT, promoting malignant progression [28]. In the present study, through bioinformatics analysis and experimental validation, we identified that c-Myc binds to the TKT promoter region, enhancing its transcriptional activity. These findings suggest that TKT promotes c-Myc expression via the MAPK/ERK pathway. In turn, the accumulation of c-Myc feeds back to further enhance TKT expression, forming a positive feedback loop that drives HCC tumorigenesis.

Despite these contributions, limitations warrant consideration. The reliance on cell lines and retrospective clinical samples may limit generalizability to heterogeneous HCC populations, potentially overlooking inter-patient variability in etiological factors like viral hepatitis. Sample size in the TACE cohort was modest, and while machine learning mitigated bias, prospective validation in larger multicenter trials is needed. Methodological constraints, such as simulating TACE via lobaplatin without full emulation of embolization-induced hypoxia, could underestimate in vivo complexities; incorporating organoid models or advanced hypoxia chambers in future studies would address this.

## Conclusion

In summary, this research reveals a novel mechanism whereby the TKT-c-Myc feedback loop accelerates HCC progression (Fig. 6J). Targeting both TKT and c-Myc may offer a promising therapeutic strategy for patients with TACE resistance.

## Methods

### Collection of clinical specimens

Liver cancer samples of tissue were obtained from individuals undergoing TACE treatment at the Affiliated Hospital of Nantong University (Nantong, Jiangsu, China) during January 2018 to December 2023. Everyone involved was granted informed consent before their involvement in the study, which was approved by the Ethics Committee of the Affiliated Hospital of Nantong University (approval number: 2023-L038). The research project rigorously complied with the guidelines established in the Declaration of Helsinki.

### Cell culture and transfection

Human hepatocellular carcinoma cell lines (Hep1, HepG2, HCCLM3, Huh7, and SNU449) and the HEK293T cell line were obtained from Zhongqiao Xinzhou Biotechnology (Shanghai, China). Cells were maintained in DMEM High Glucose (Biochannel, China) supplemented with fetal bovine serum (FBS; Vazyme Biotechnology, China) and penicillin/streptomycin (Vazyme Biotechnology, China) in a humidified incubator at 37 °C with 5% CO₂. The TKT expression plasmid (pTSB02-GFP-PURO) and TKT-targeting shRNAs were developed and synthesized by Quanyang Biotechnology (Shanghai, China); The shRNA sequences can be found in Supplementary Table S1. For transfection, cells were seeded in six-well plates (5 ×10⁵ per well) and transfected with the specified plasmids using Neofect Transfection Reagent (Biowell, China), following the manufacturer’s guidelines, and then subjected to selection as outlined.

### Cell viability assay

The CCK-8 Cell Proliferation and Cytotoxicity Assay Kit (A311-01, Vazyme) was used to evaluate cell viability. The HCC cells were seeded in 96-well plates at a density of 1.5× 10³ cells/well and maintained for 24, 48, or 72 h. Following incubation with CCK-8 reagent at 37 °C for 2 h, the optical density (OD) was measured at 450 nm.

### Colony formation assay

A total of 500 cells were seeded into individual wells of 6-well plates and cultured for 2 weeks. Cells were fixed with 4% paraformaldehyde, stained with crystal violet (C0121, Beyotime).

### Transwell and wound-healing assays

Transwell migration was evaluated using chambers equipped with 8-μm pore inserts (Corning). The lower chamber was filled with medium containing 10% FBS, and 3 ×10⁴ cells in 200 μL suspension were placed in the upper insert. After 48 h, migrated cells were fixed with 4% PFA for 30 min, stained with crystal violet, and subsequently imaged and quantified. For wound-healing assays, confluent monolayers were established in 6-well plates, and linear scratches were generated using a 10 μL pipette tip. Wound closure was recorded at predefined intervals to assess migratory capacity.

### Apoptosis analysis

Apoptosis was assessed using the Annexin V–FITC Apoptosis Detection Kit (Beyotime) in accordance with the manufacturer’s instructions. Samples were analyzed by flow cytometry.

### Western blotting

Following SDS-PAGE separation, samples of proteins were put onto PVDF membranes (Millipore, USA). Primary antibodies were used to incubate the membranes for an entire night at 4 °C after they had been blocked for two hours with 5% non-fat milk. Following a wash, the membranes were incubated for two hours at room temperature with HRP-conjugated secondary antibodies (Jackson ImmunoResearch, Cat#111-035-003 and Cat#115-035-003; 1:2000). Applying an enhanced chemiluminescence (ECL) detection reagent, protein bands were evident. The antibodies were listed in Supplementary Table 2.

### Immunohistochemistry

After being dewaxed in xylene, specimens of tissue were rehydrated using a graded series of ethanol washes with progressively lower concentrations. The slides were then blocked with 5% BSA after being sterilized with a 0.3% hydrogen peroxide solution to suppress endogenous peroxidase activity. Slides were kept at 4 °C for the entire night in primary antibodies, further coated with a streptavidin-biotin complex following TBST washing, and 3,3′-diaminobenzidine (DAB) was used for imaging.

### Immunofluorescence assay

The hepatocellular carcinoma cells were fixed in 4% paraformaldehyde for 30 min, treated with 0.1% Triton X-100 for 10 min to permeabilize, and blocked with 5% BSA for 1 h. The primary antibodies against TKT (Proteintech, Cat#11039-1-AP) and RAF1 (Santa Cruz Biotechnology, Cat#sc-7267) were incubated overnight at 4 °C. Following washes with TBST, the cells were treated with the corresponding fluorescent secondary antibodies, and fluorescence images were captured using a fluorescence microscope.

### Cycloheximide chase assay

Cells were exposed to 50 µg/mL cycloheximide (CHX) for the indicated times to evaluate protein degradation. Proteins were extracted with RIPA lysis buffer and analyzed by Western blotting; densitometric quantification was performed using ImageJ.

### Ubiquitination assay

Log-phase cells were seeded in 10-cm dishes and cultured for 24 h, then treated with 10 µM MG-132 for 8 h. Cell lysates were incubated overnight at 4 °C with primary antibodies, followed by a 3-h incubation with Protein A/G agarose beads to immunoprecipitate antibody–protein complexes. Ubiquitination of c-Myc was assessed by Western blotting using an anti-Ub antibody.

### RT-qPCR and RNA sequencing

The primer sequences used for amplification are provided in Supplementary Table S3.

For RNA sequencing, total RNA was extracted from TKT-overexpressing HCCLM3 cells and their control counterparts using TRIzol reagent. Transcriptome sequencing and analysis were performed by OBiO Technology Corp. Ltd. (Shanghai, China). Library quality control was verified by quantifying DNA concentration on a Qubit fluorometer and evaluating fragment-size distributions using an Agilent Bioanalyzer. Libraries that met quality criteria were sequenced as 150-bp paired-end reads (PE150) on the Illumina NovaSeq 6000 platform. Raw reads were processed with fastp (v0.22.0) to remove low-quality sequences, yielding clean reads, which were subsequently aligned to the reference genome with HISAT2 (v2.1.0). Gene expression was summarized as FPKM values, and gene-level read counts were obtained via featureCounts.

### Animal study

Six to eight-month-old New Zealand white rabbits, sourced from the Animal Center of Nantong University, were randomly assigned to experimental groups. To establish the liver cancer TACE model, VX2 tumor fragments were injected into the left hepatic lobe under CT guidance. All animal experimental procedures were reviewed and approved by the Animal Experiment Ethics Committee of Nantong University (Approval No. P20230221-017). Investigators were not blinded to group allocation during treatment administration; however, outcome assessment was performed using standardized objective criteria.

### Sample size determination

The animal sample size (*n* = 3 per group) was determined based on previous literature and pilot experiments evaluating tumor response in the VX2 rabbit model. No formal power calculation was performed.

### Statistical analysis

All experiments were independently repeated at least three times unless otherwise stated. Data are presented as mean ± standard deviation (SD). Statistical analyses were performed using GraphPad Prism 9.0 (GraphPad Software, USA). Comparisons between two groups were conducted using unpaired two-tailed Student’s *t* test. For multiple group comparisons, one-way ANOVA followed by Tukey’s post hoc test was used. Normality of data distribution was assessed using the Shapiro–Wilk test. Variance similarity between groups was evaluated before applying parametric tests. A two-sided *P* value < 0.05 was considered statistically significant. For RNA sequencing analysis, differential expression was performed using DESeq2. Genes with |log_2_ fold change|> 1 and adjusted *P* value < 0.05 were considered significantly differentially expressed.

## Supplementary information

Supplementary information

Original western blots

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

## Data Availability

The RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE322668.

# Supplementary material for: A positive feedback loop between TKT and c-Myc drives TACE resistance in hepatocellular carcinoma
**Source:** Cell Death Discov. 2026 Apr 21;12:267. doi: 10.1038/s41420-026-03125-8
**Supplement:** Supplementary file 1 — Supplementary information

**A positive feedback loop between TKT and c-Myc drives TACE resistance in hepatocellular carcinoma.**

**Supplemental Figures and Figure legends**

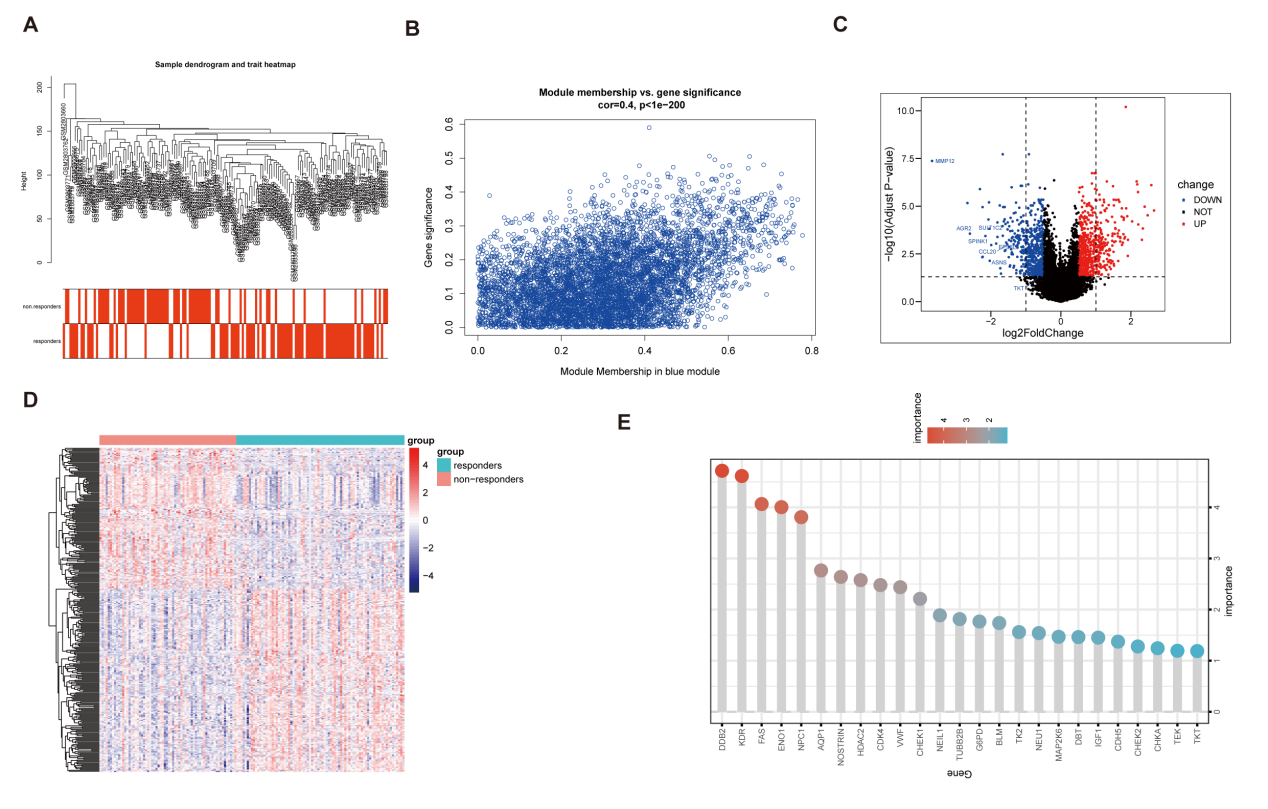

**Figure S1. Supplementary analyses for hub-gene discovery associated with TACE response in HCC.** (A) Sample clustering dendrogram with trait heatmap indicating clinical groups (responders vs. non-responders). (B) Correlation between module membership (MM) and gene significance (GS) within the blue WGCNA module. (C) Volcano plot of differentially expressed genes between responders and non-responders. (D) Heatmap of DEGs. (E) Random-forest ranking of feature importance for candidate hub genes.

**
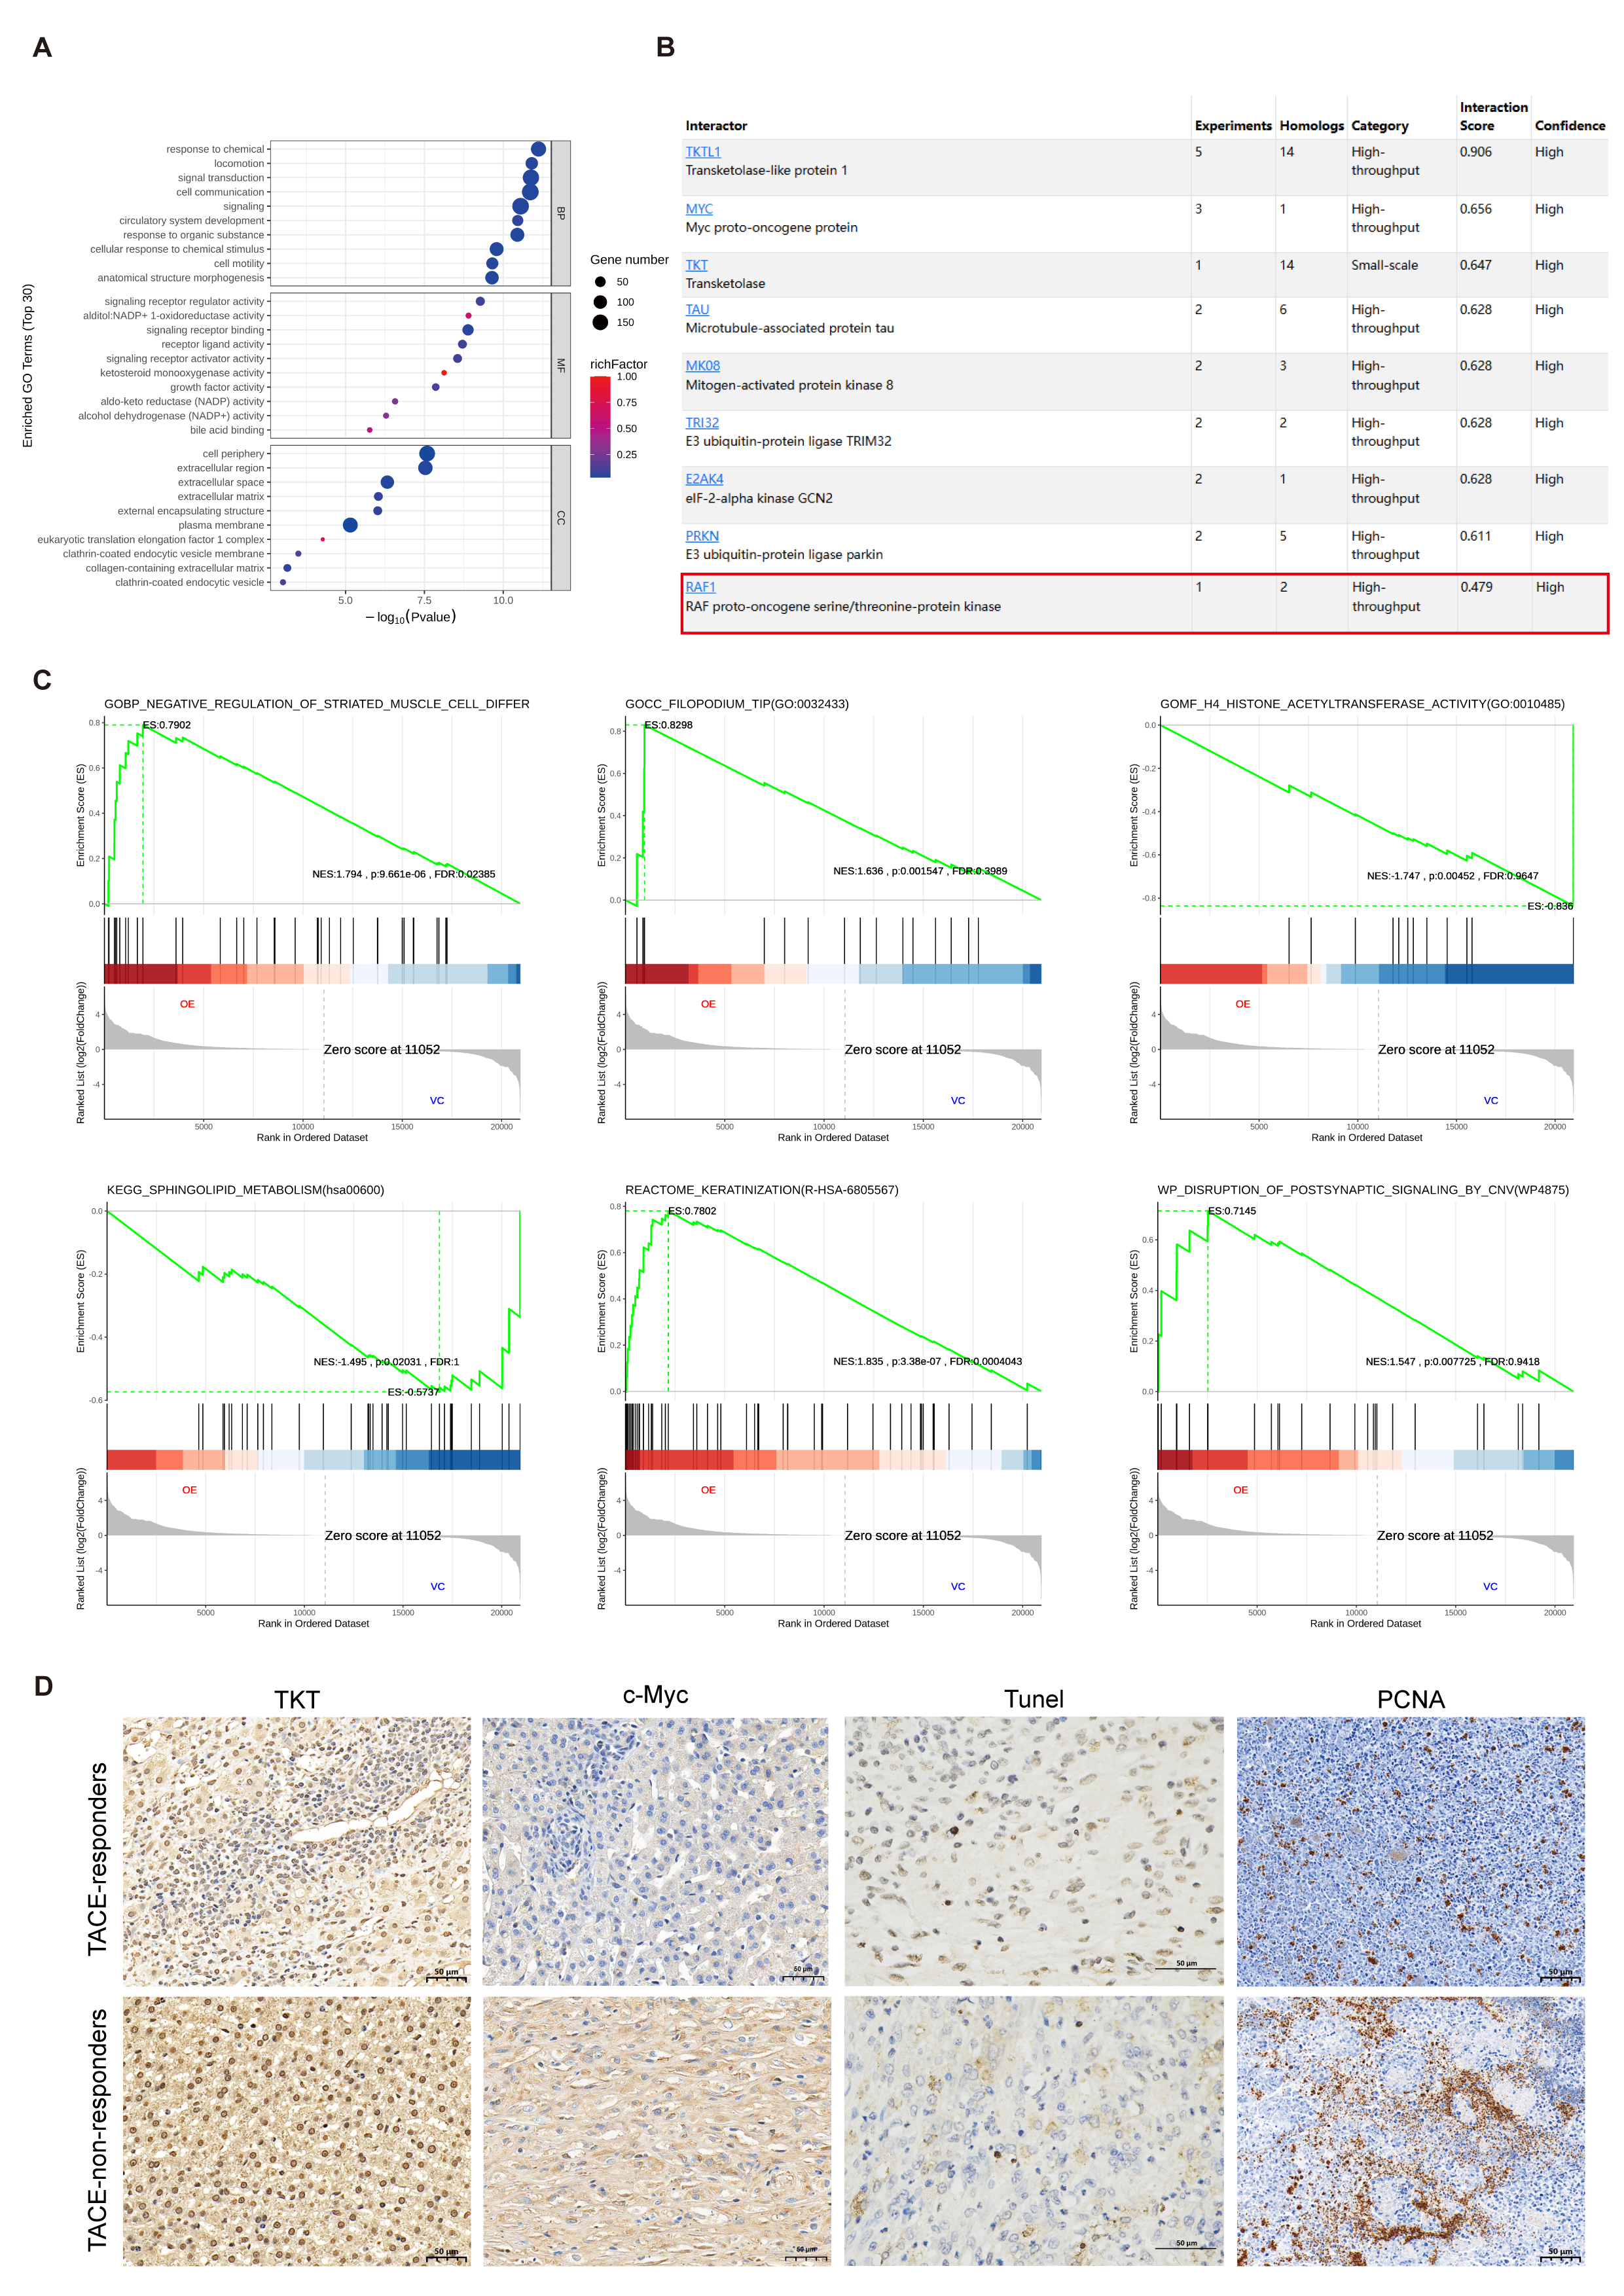
**

**Figure S2. TKT-related functional enrichment, interaction prediction, pathway analysis, and histologic validation.** (A) Gene Ontology enrichment of differentially expressed genes following TKT overexpression. (B) HiPredict-based table of predicted protein–protein interactions involving TKT within the MAPK signaling pathway. (C) Representative GSEA results. (D) IHC shows increased TKT,c-Myc and PCNA staining and reduced TUNEL staining in TACE-non-responders compared with TACE-responders (scale bar, 50 μm).

# Supplementary material for: A positive feedback loop between TKT and c-Myc drives TACE resistance in hepatocellular carcinoma
**Source:** Cell Death Discov. 2026 Apr 21;12:267. doi: 10.1038/s41420-026-03125-8
**Supplement:** Supplementary file 2 — Original western blots

## Slide 1
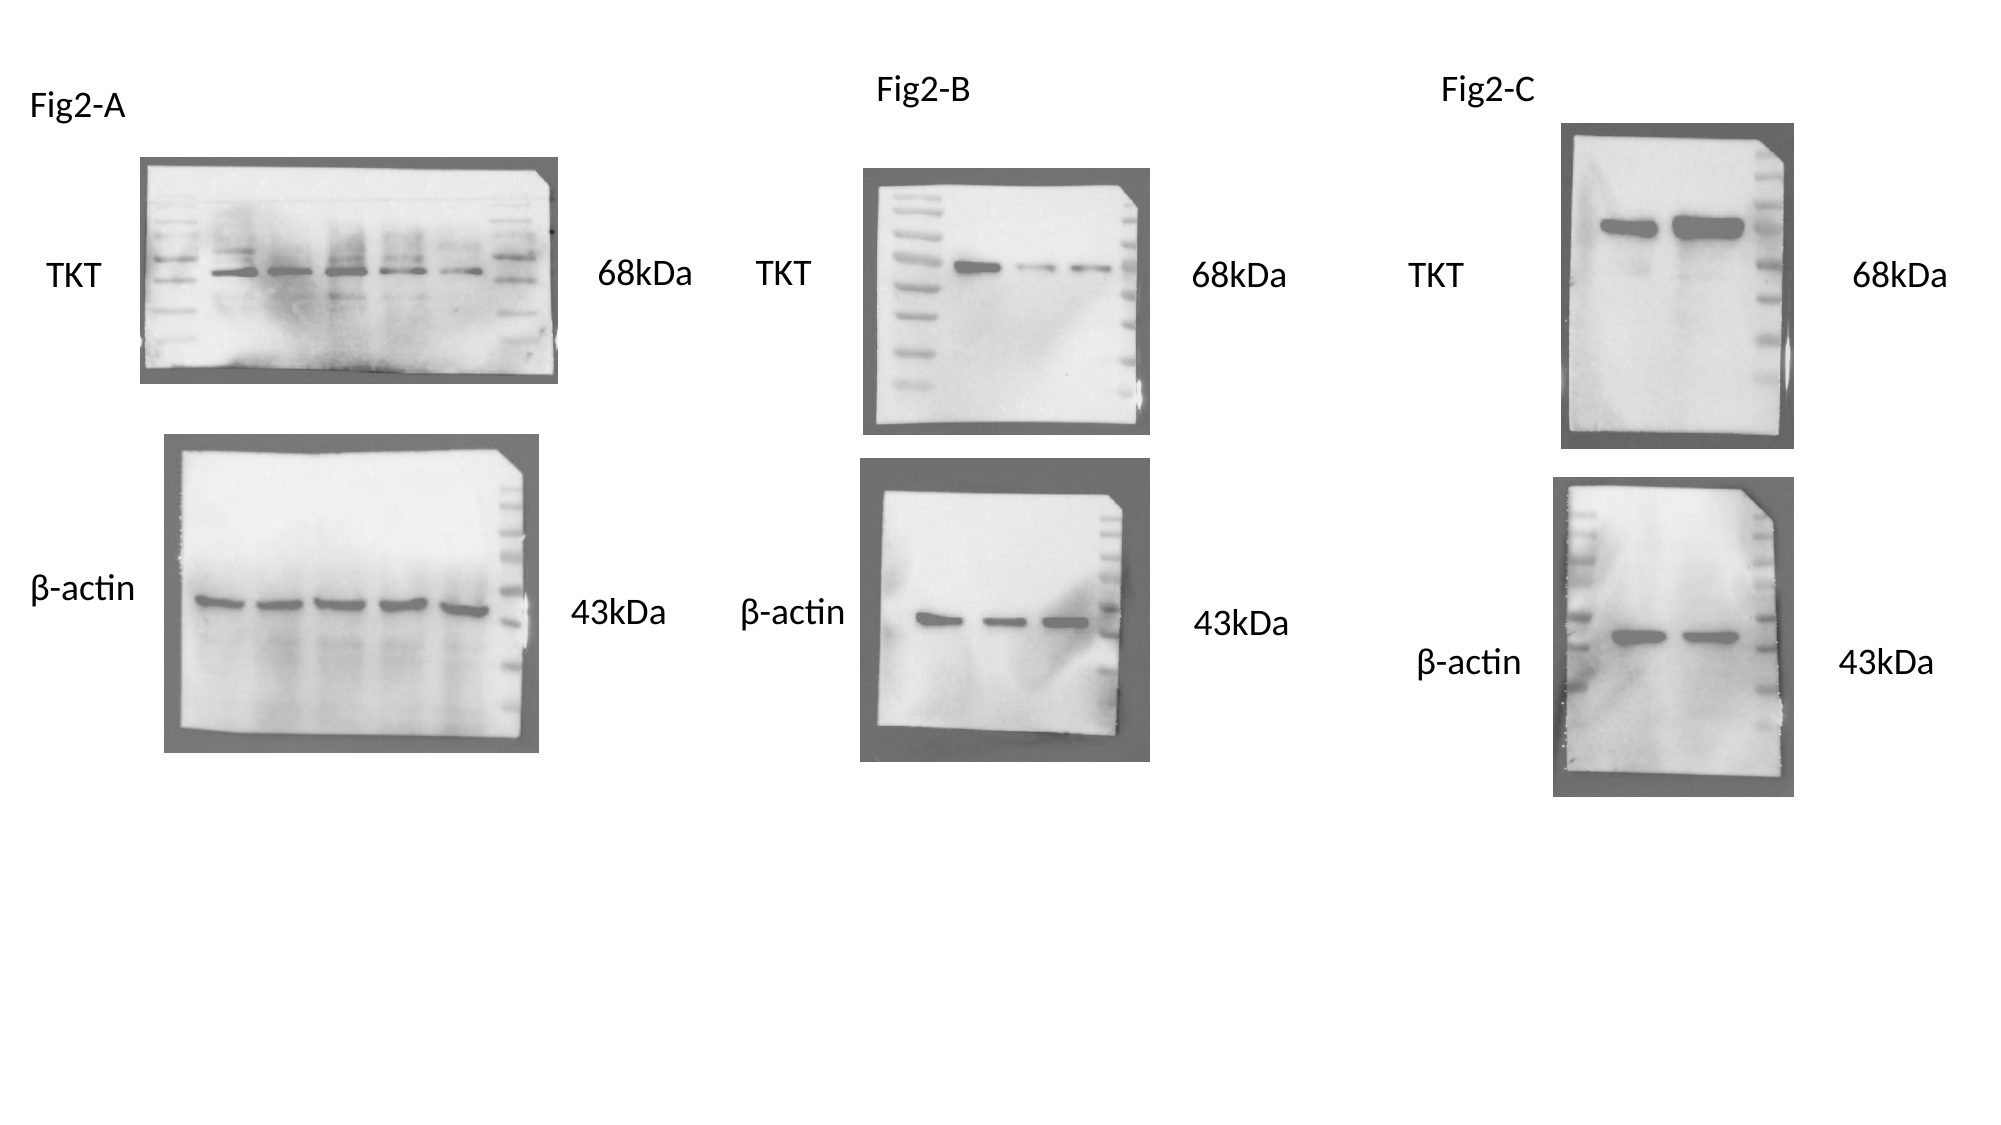

Fig2-B
Fig2-C
Fig2-A
68kDa
TKT
TKT
68kDa
TKT
68kDa
β-actin
43kDa
β-actin
43kDa
β-actin
43kDa

## Slide 2
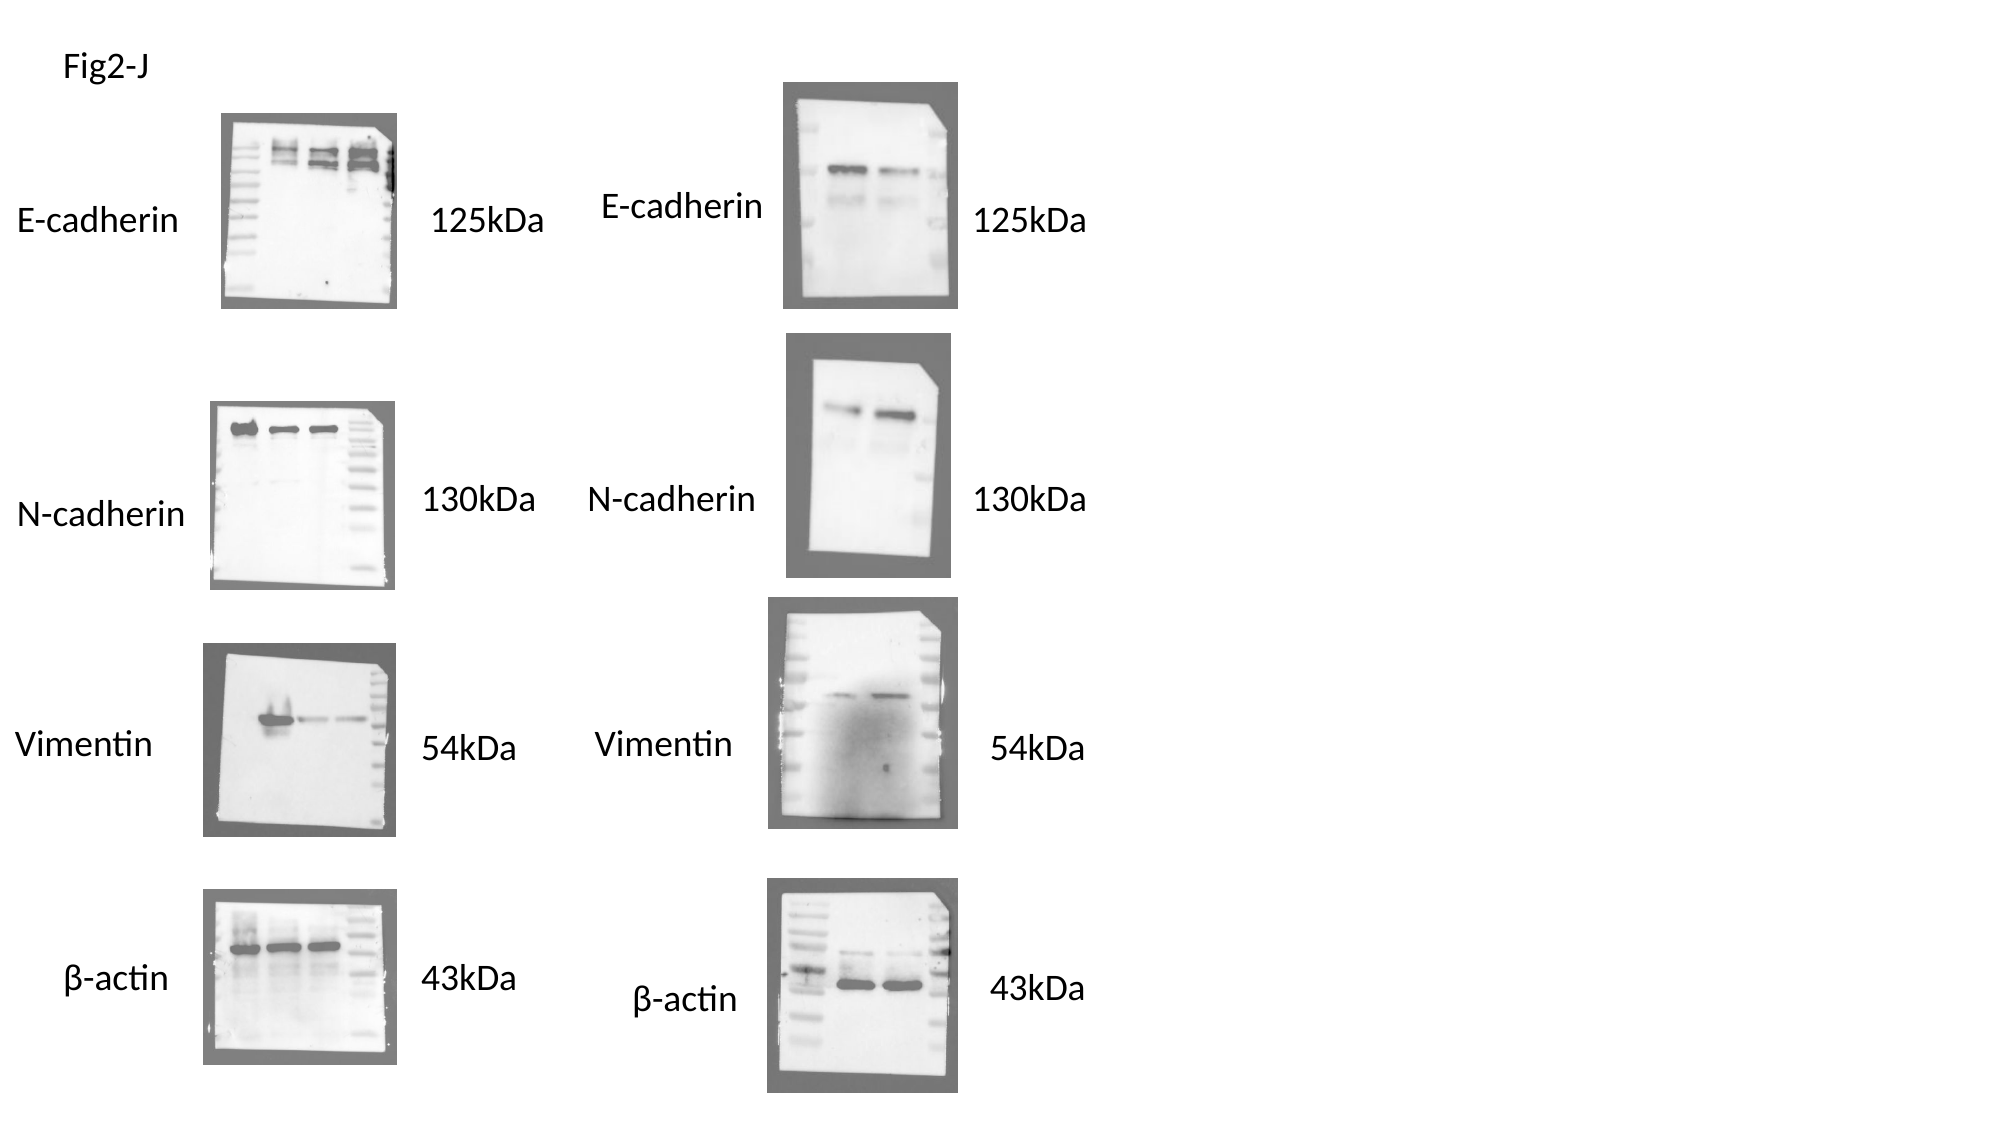

Fig2-J
E-cadherin
125kDa
E-cadherin
125kDa
130kDa
N-cadherin
130kDa
N-cadherin
Vimentin
Vimentin
54kDa
54kDa
β-actin
43kDa
43kDa
β-actin

## Slide 3
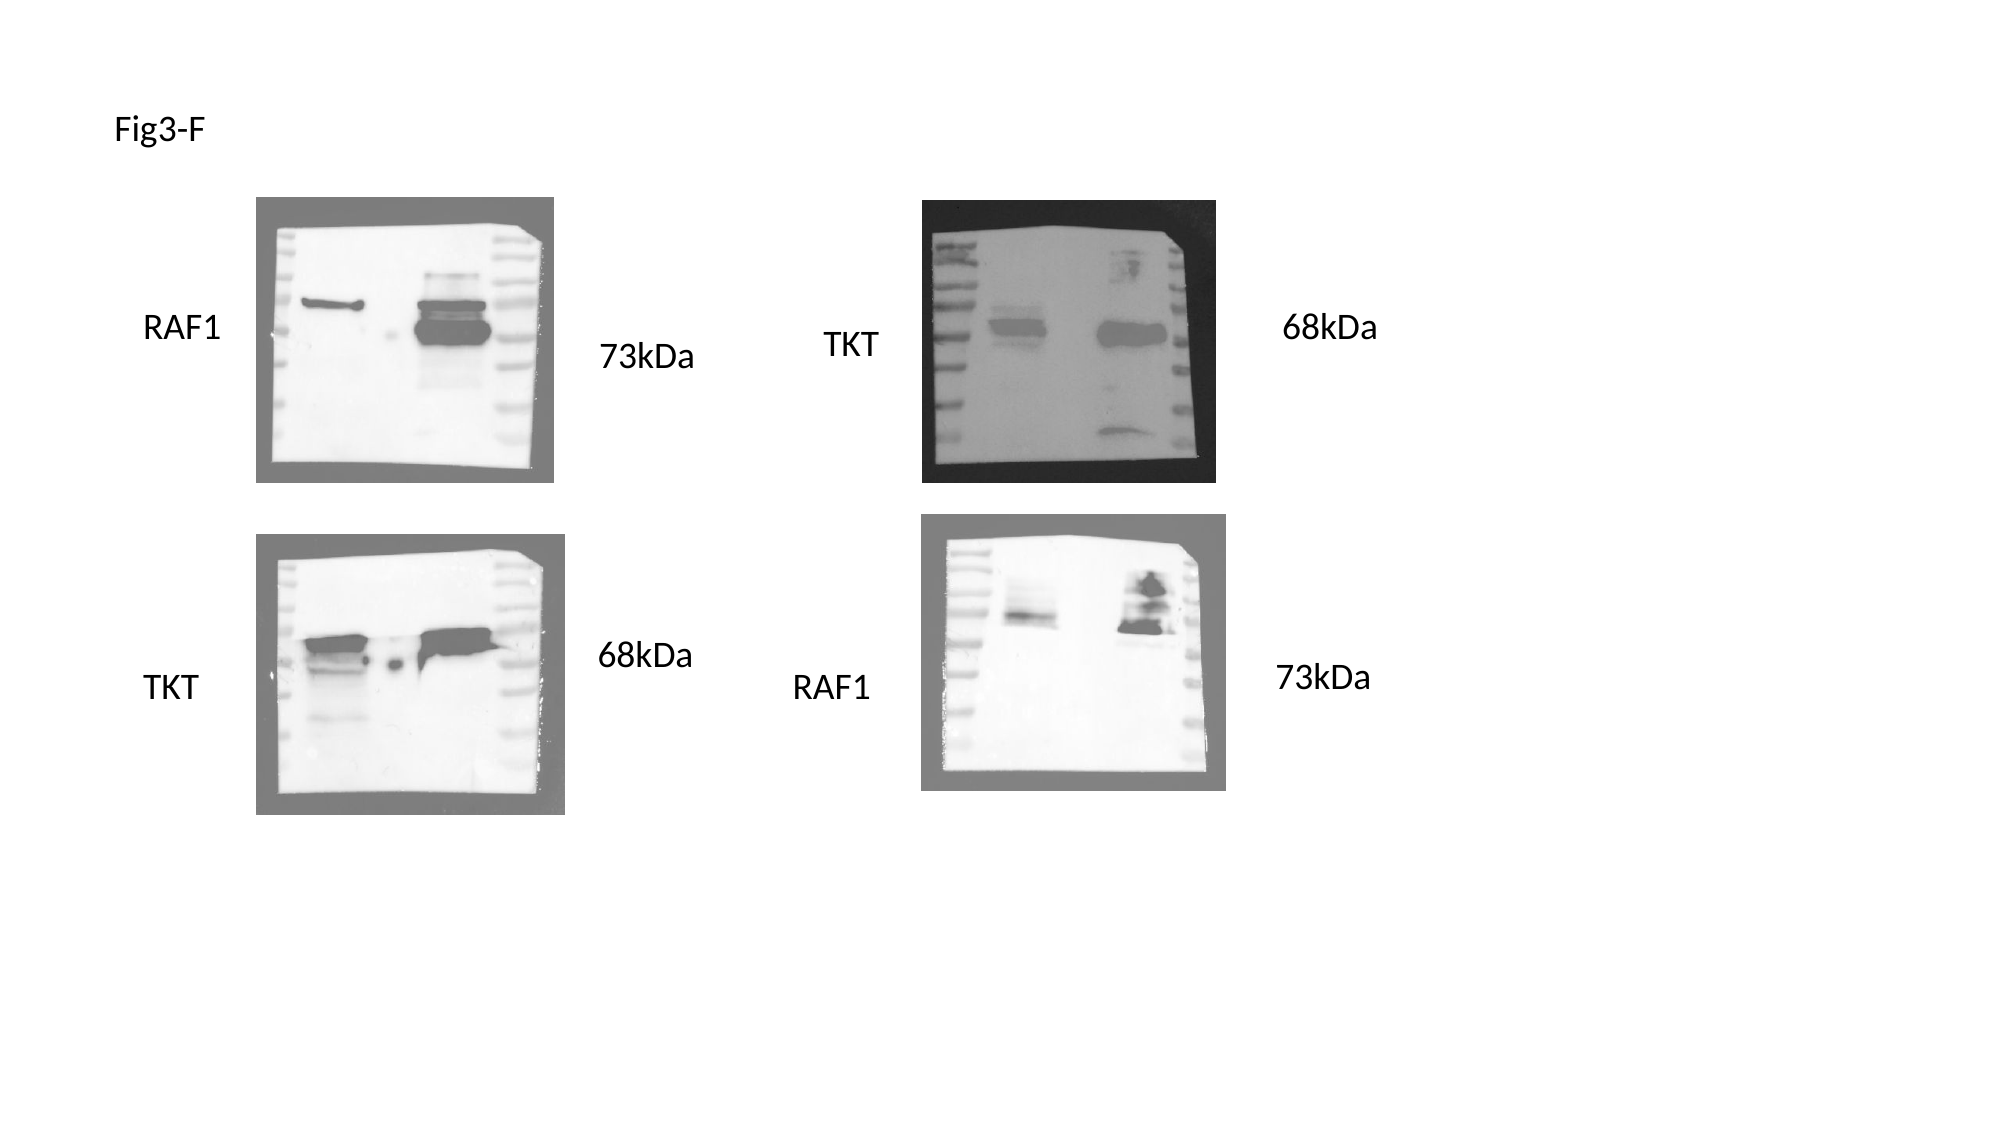

Fig3-F
	73kDa
RAF1
	68kDa
TKT
	68kDa
	73kDa
TKT
RAF1

## Slide 4
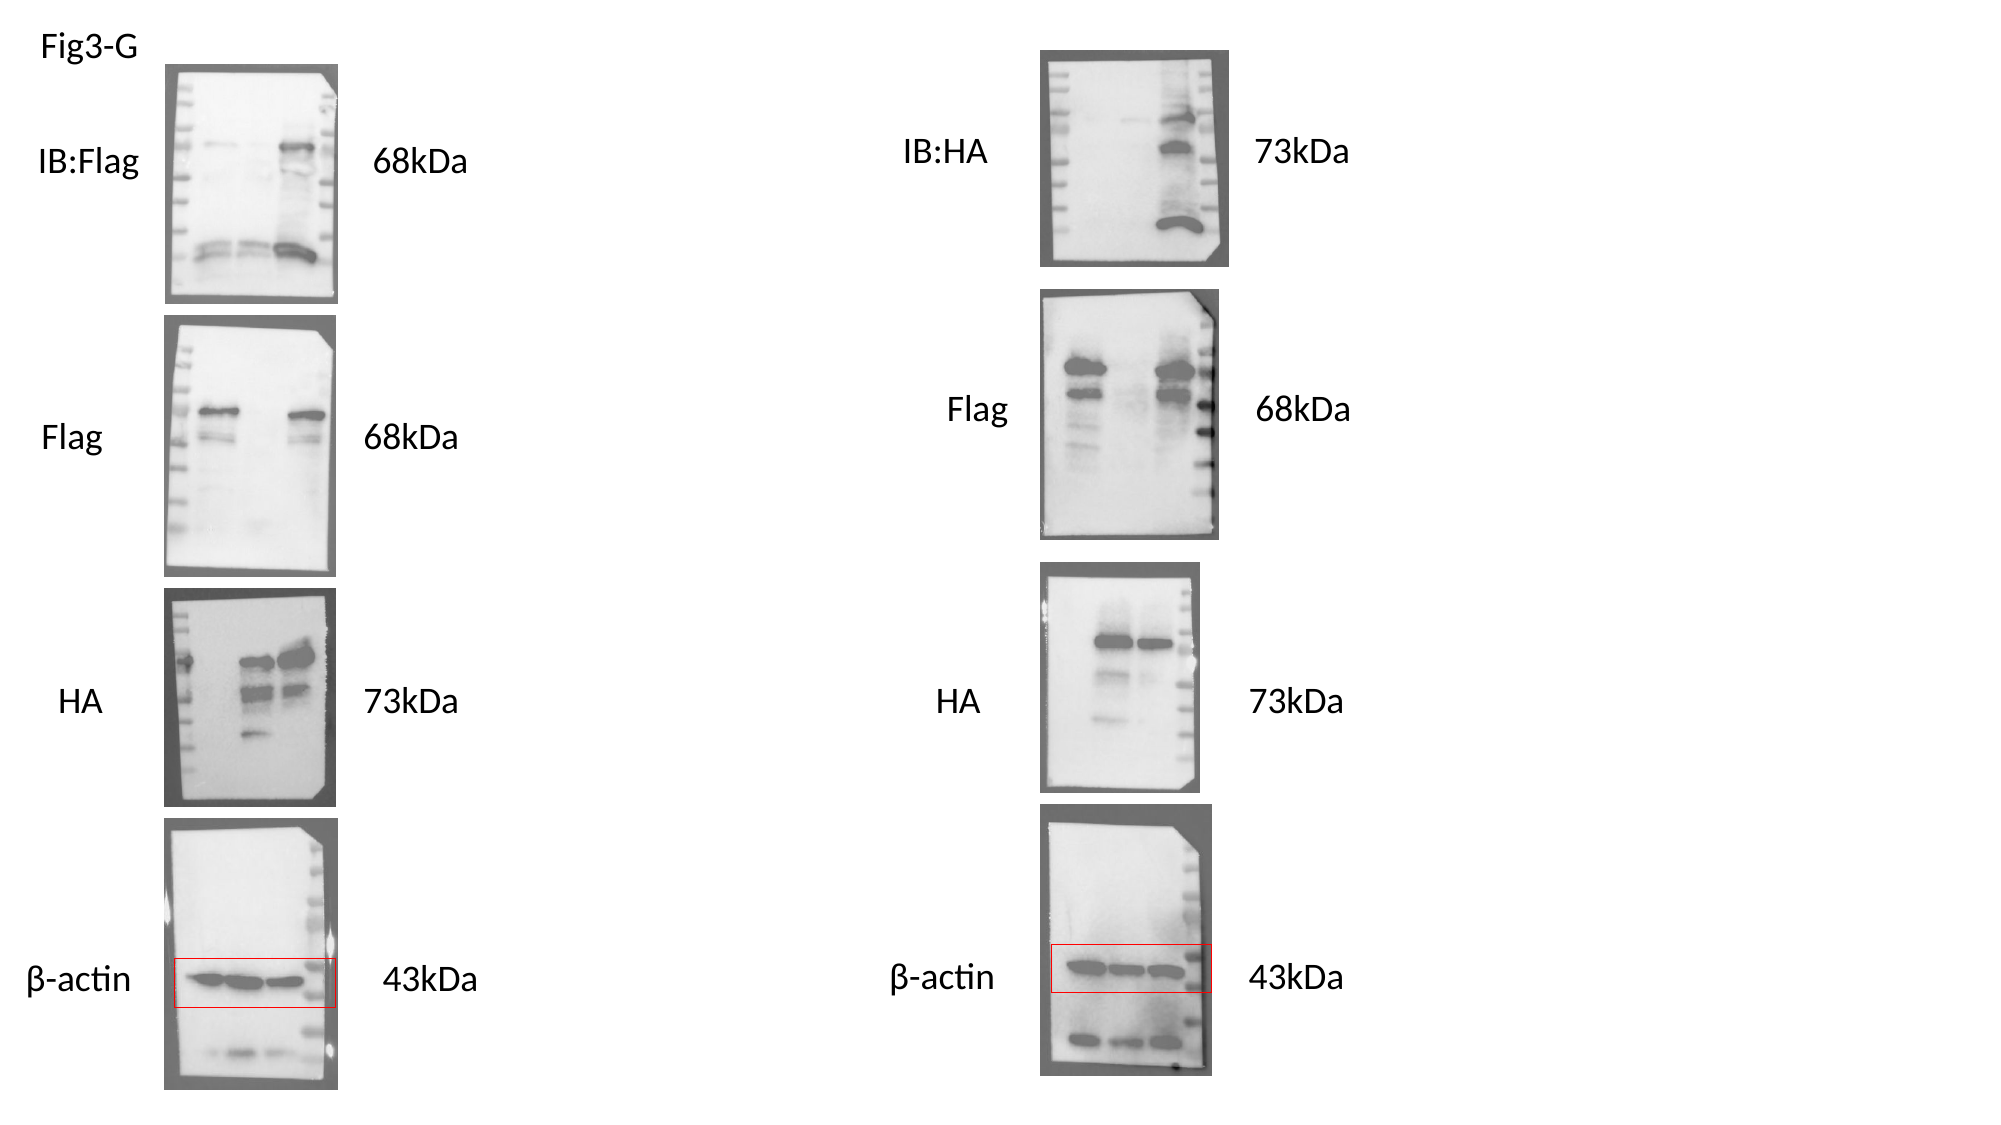

Fig3-G
IB:HA
73kDa
IB:Flag
68kDa
Flag
68kDa
Flag
68kDa
HA
73kDa
HA
73kDa
β-actin
43kDa
β-actin
43kDa

## Slide 5
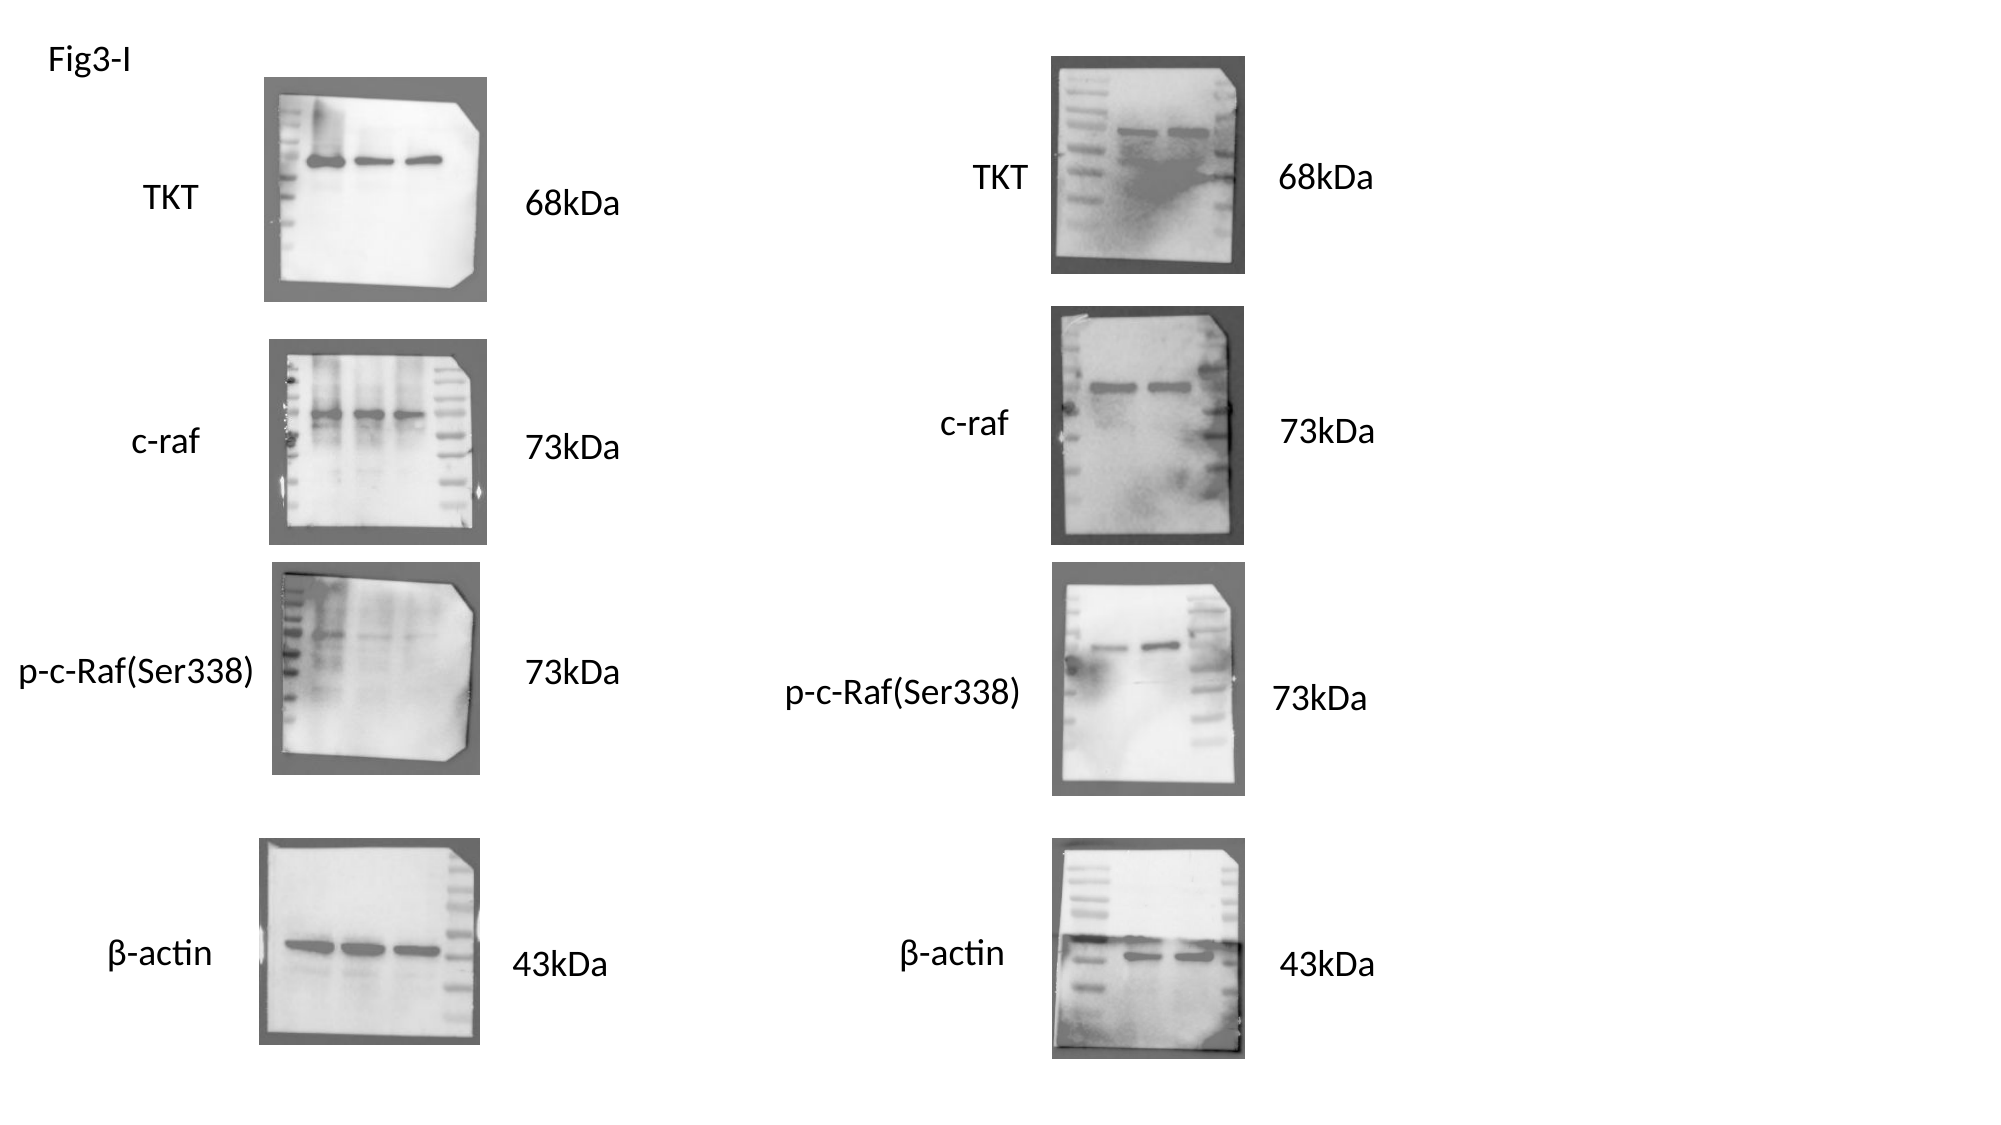

Fig3-I
TKT
68kDa
TKT
68kDa
c-raf
73kDa
c-raf
73kDa
p-c-Raf(Ser338)
73kDa
p-c-Raf(Ser338)
73kDa
β-actin
β-actin
43kDa
43kDa

## Slide 6
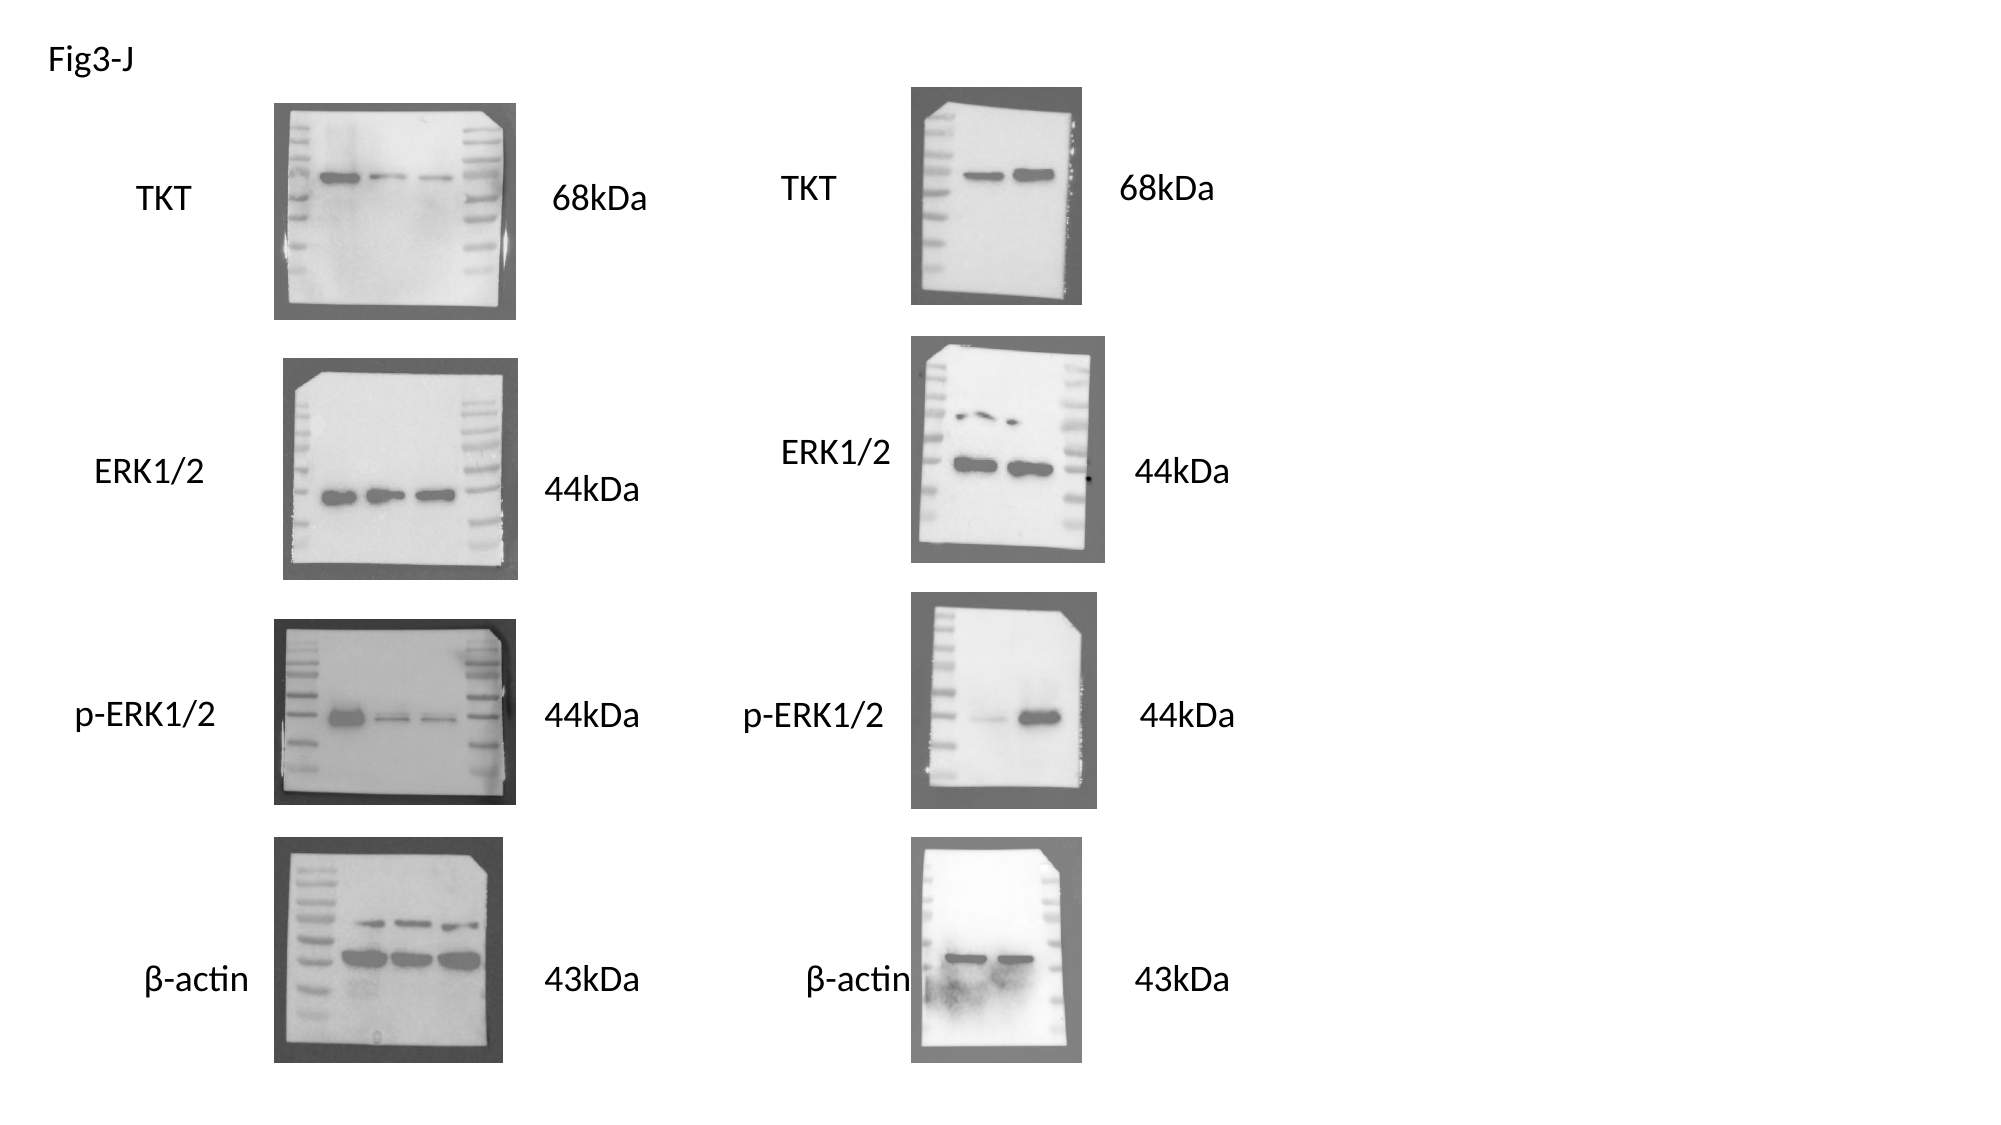

Fig3-J
TKT
68kDa
TKT
68kDa
ERK1/2
ERK1/2
44kDa
44kDa
p-ERK1/2
44kDa
p-ERK1/2
44kDa
β-actin
43kDa
β-actin
43kDa

## Slide 7
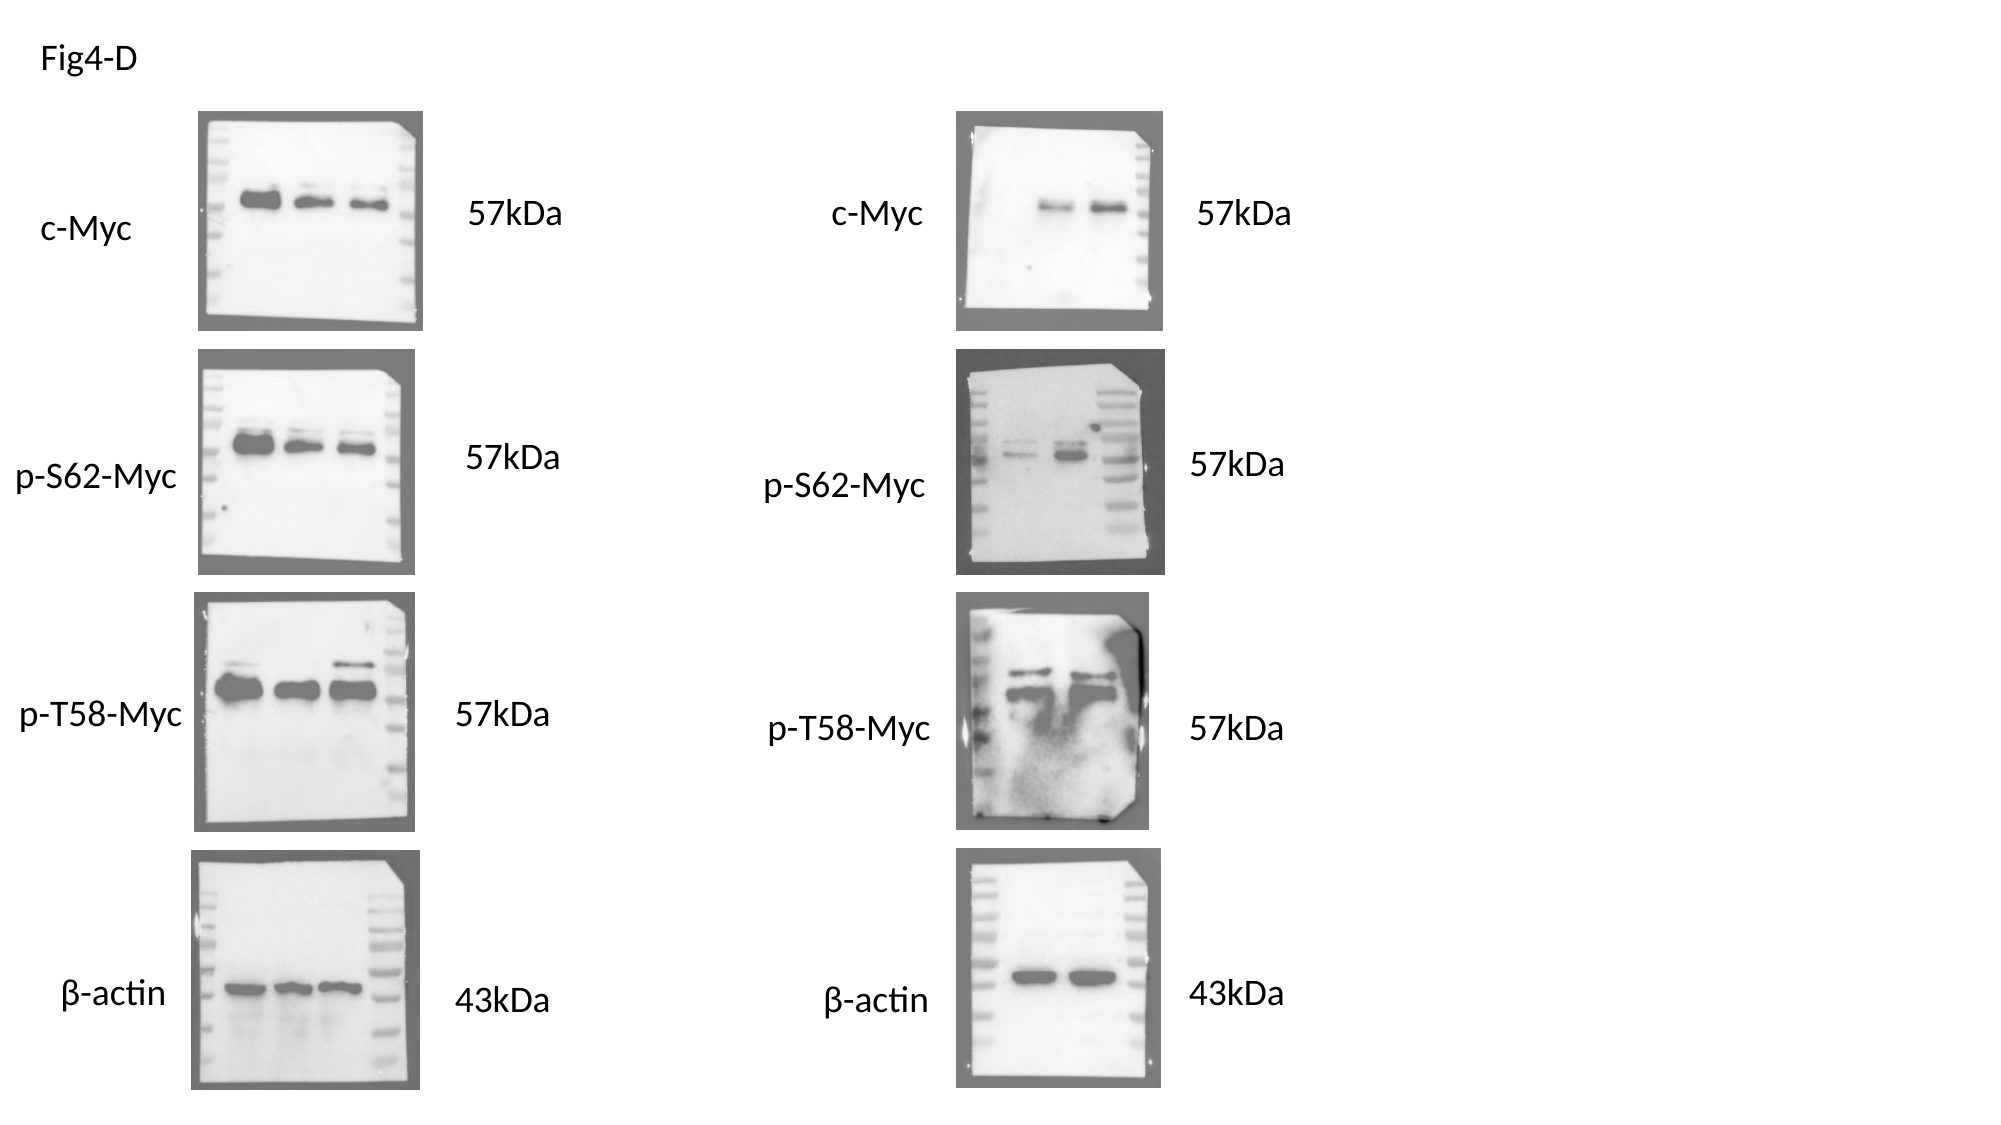

Fig4-D
57kDa
c-Myc
57kDa
c-Myc
57kDa
57kDa
p-S62-Myc
p-S62-Myc
p-T58-Myc
57kDa
p-T58-Myc
57kDa
β-actin
43kDa
43kDa
β-actin

## Slide 8
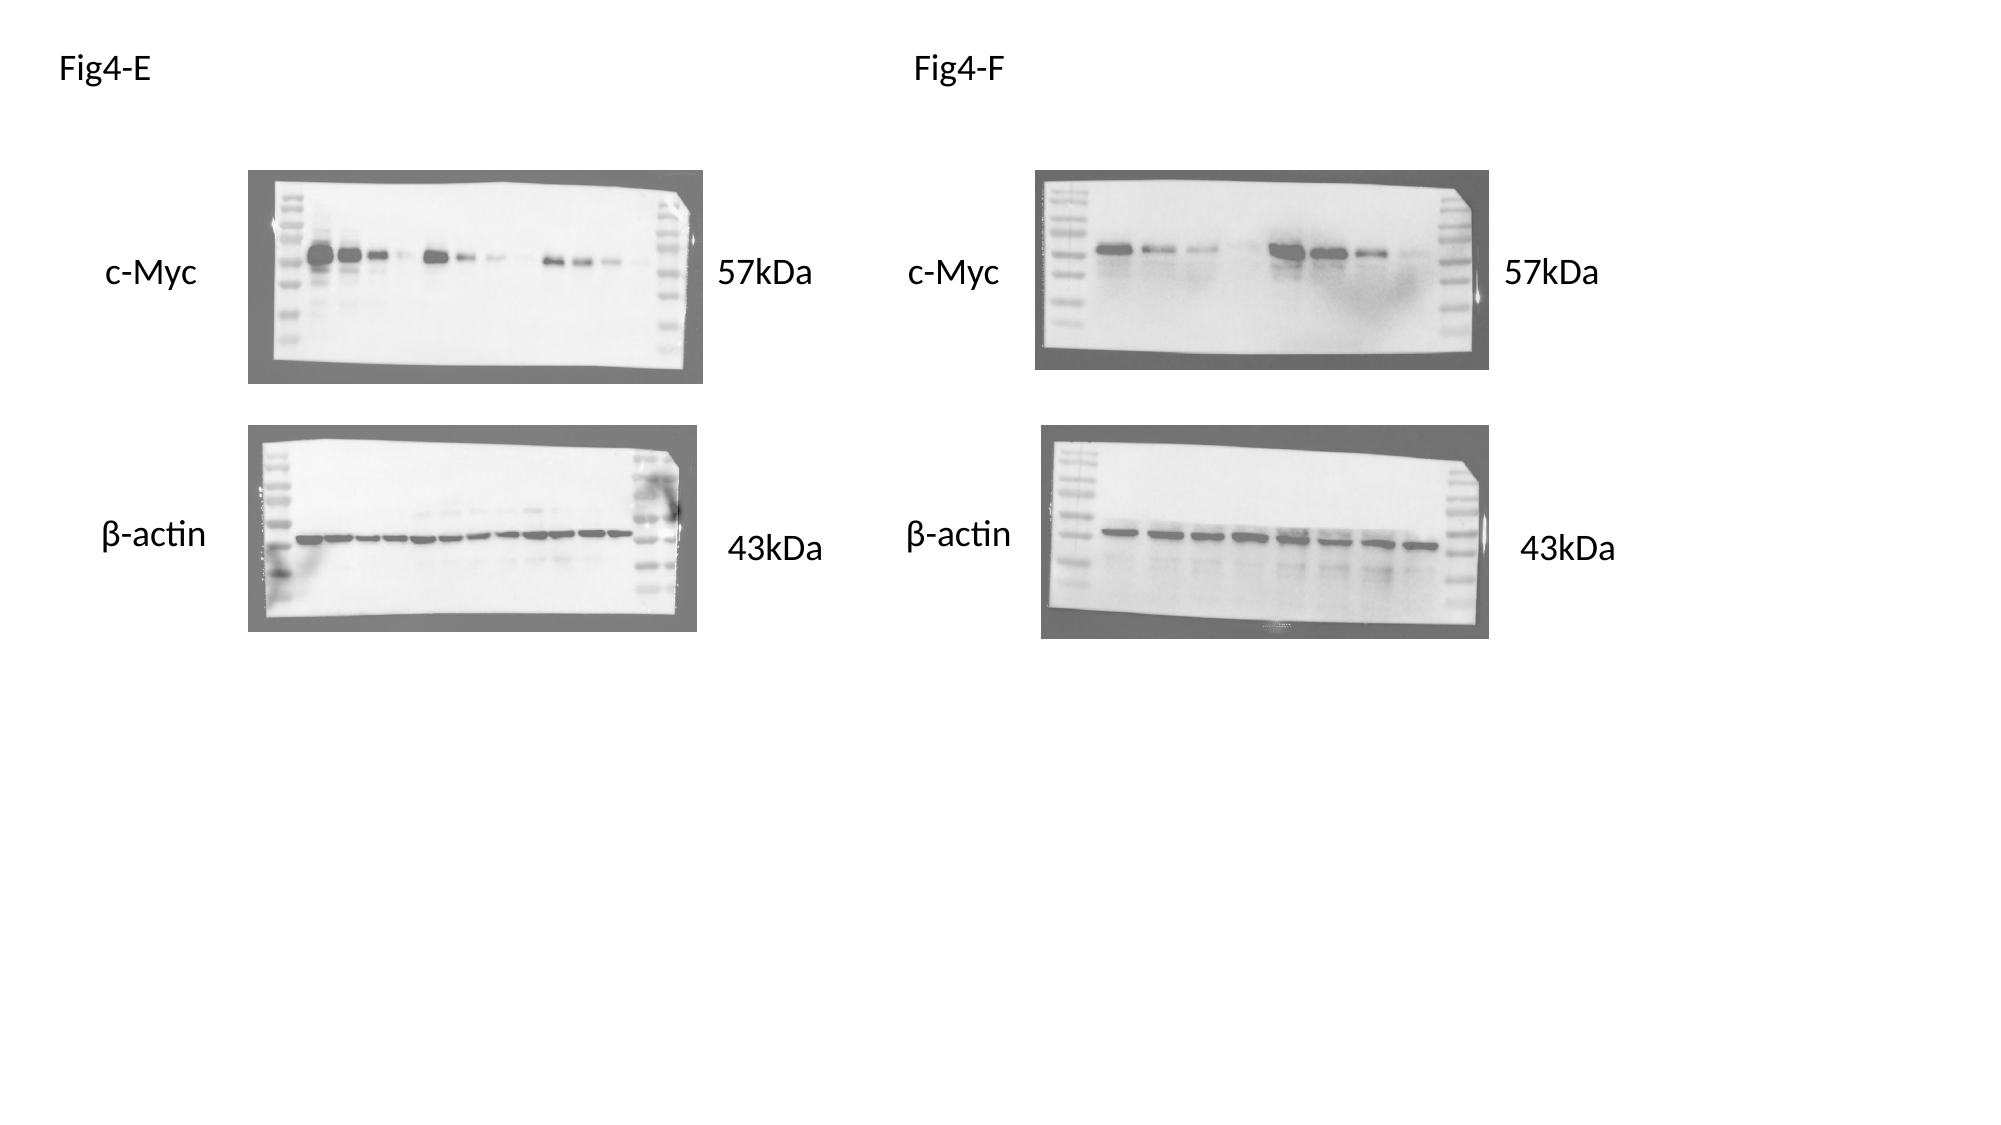

Fig4-E
Fig4-F
c-Myc
57kDa
c-Myc
57kDa
β-actin
β-actin
43kDa
43kDa

## Slide 9
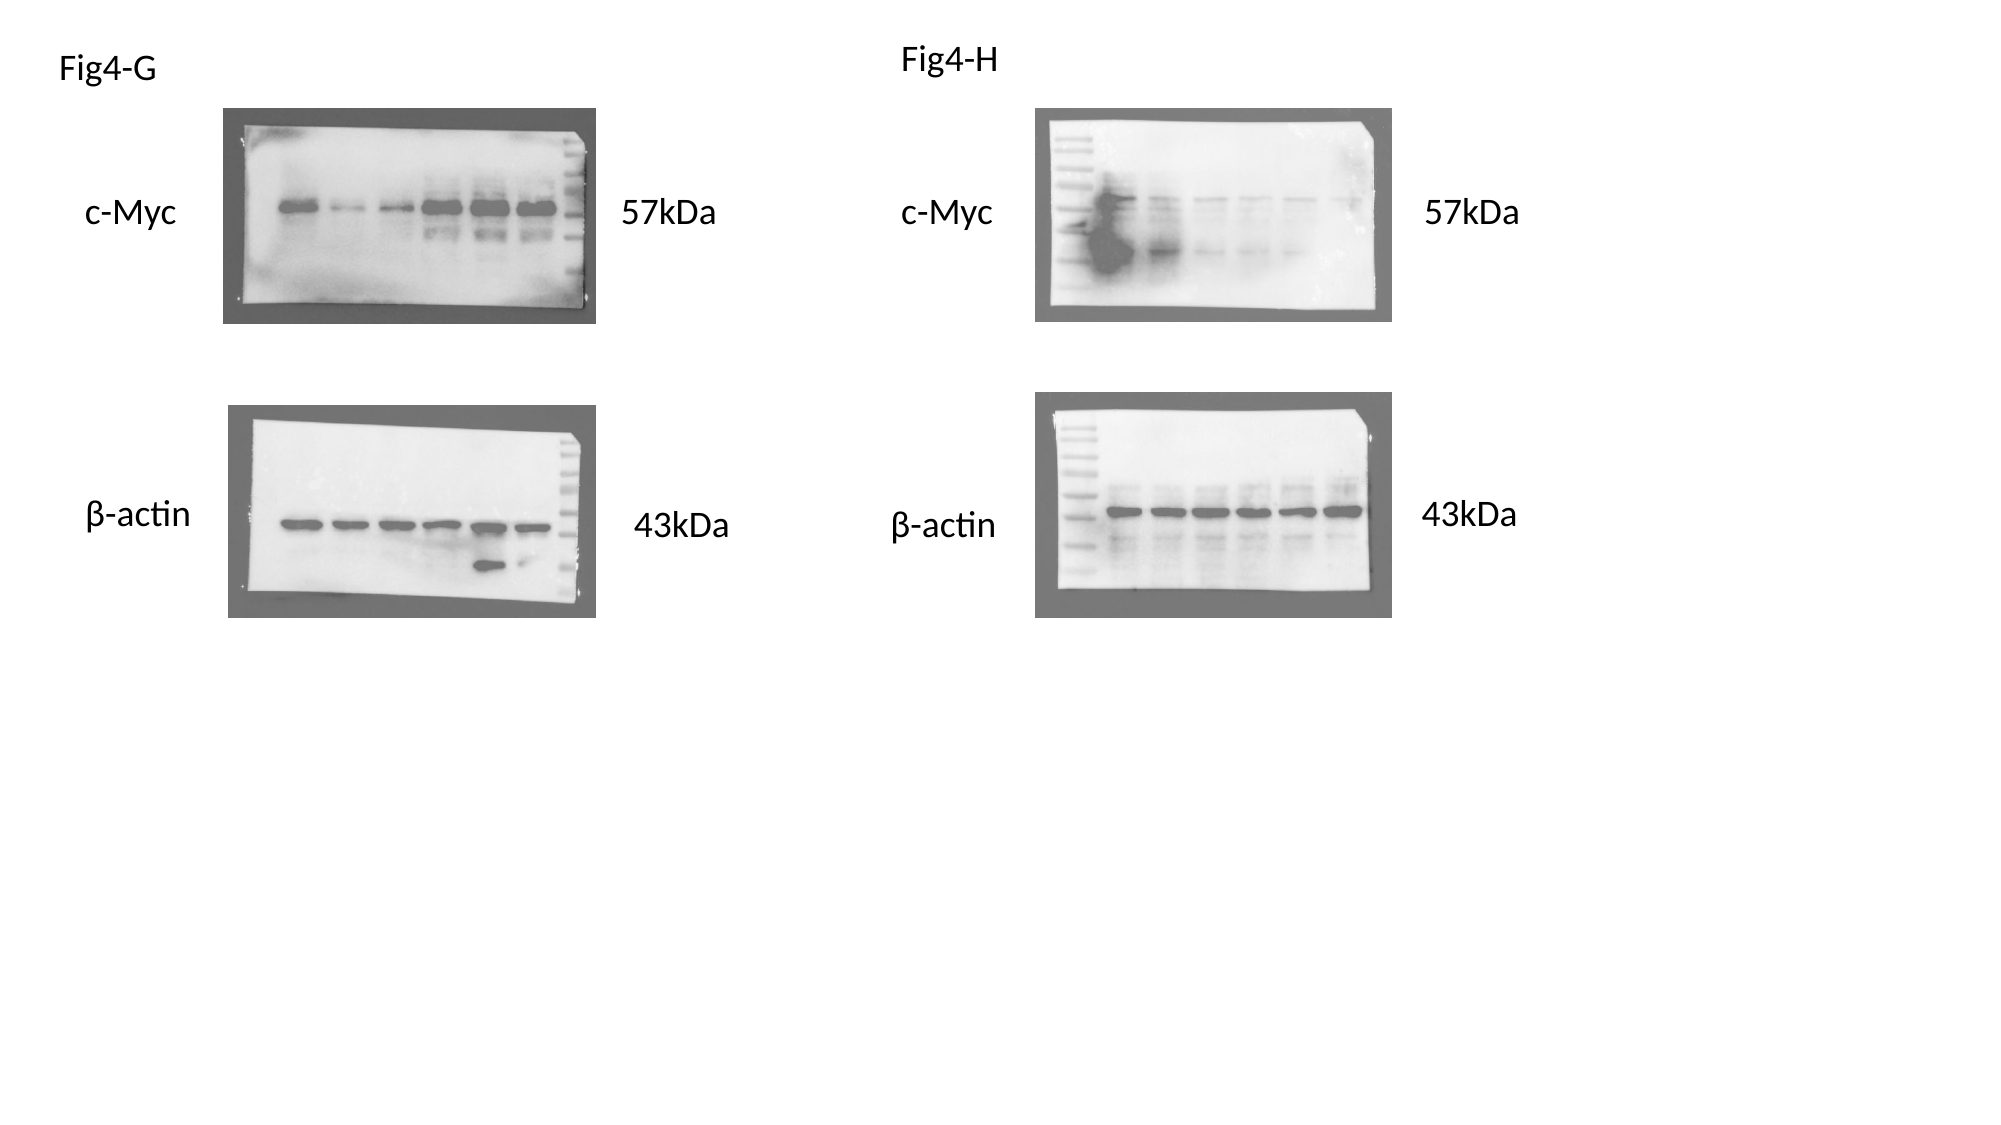

Fig4-H
Fig4-G
c-Myc
57kDa
c-Myc
57kDa
β-actin
43kDa
43kDa
β-actin

## Slide 10
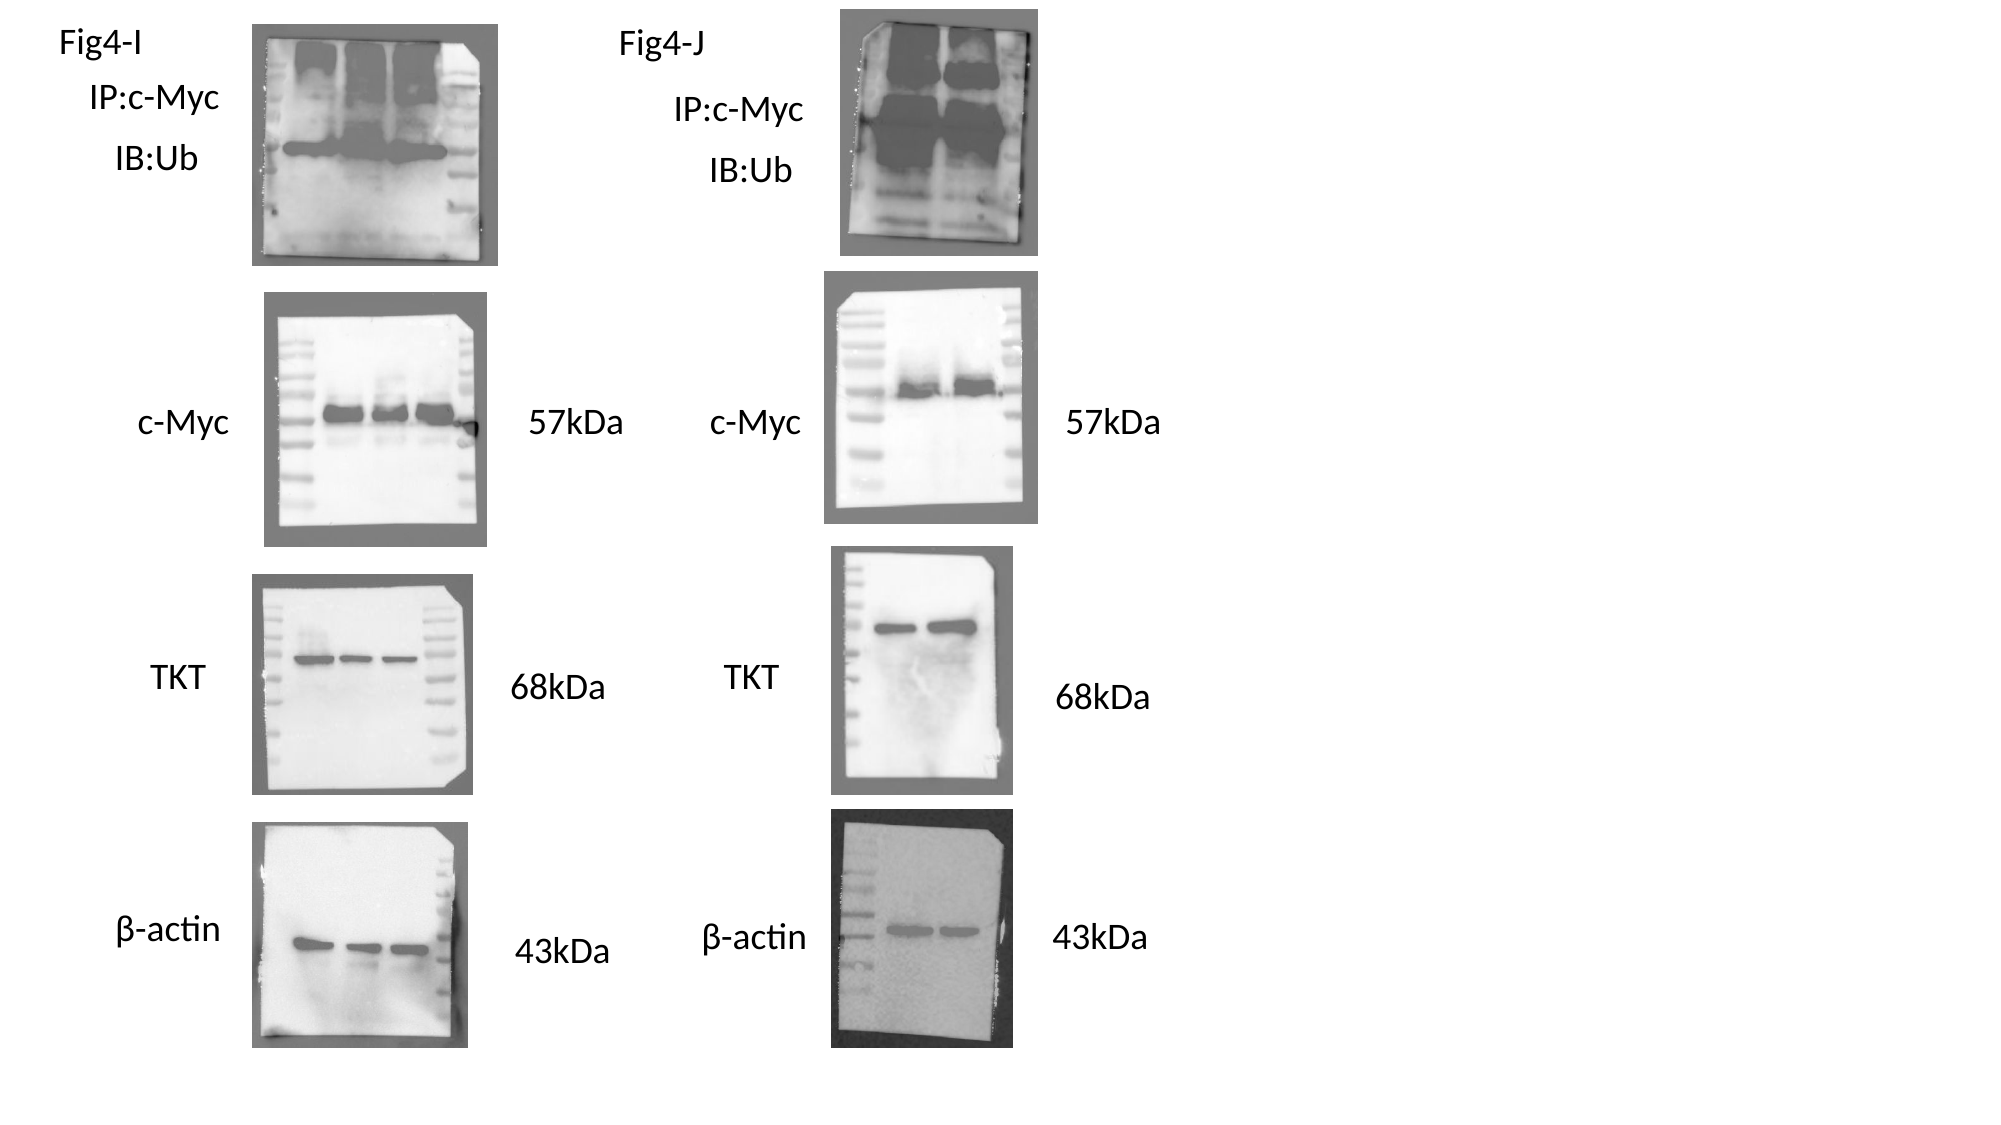

Fig4-I
Fig4-J
IP:c-Myc
IP:c-Myc
IB:Ub
IB:Ub
 c-Myc
57kDa
 c-Myc
57kDa
 TKT
 TKT
68kDa
68kDa
β-actin
β-actin
43kDa
43kDa

## Slide 11
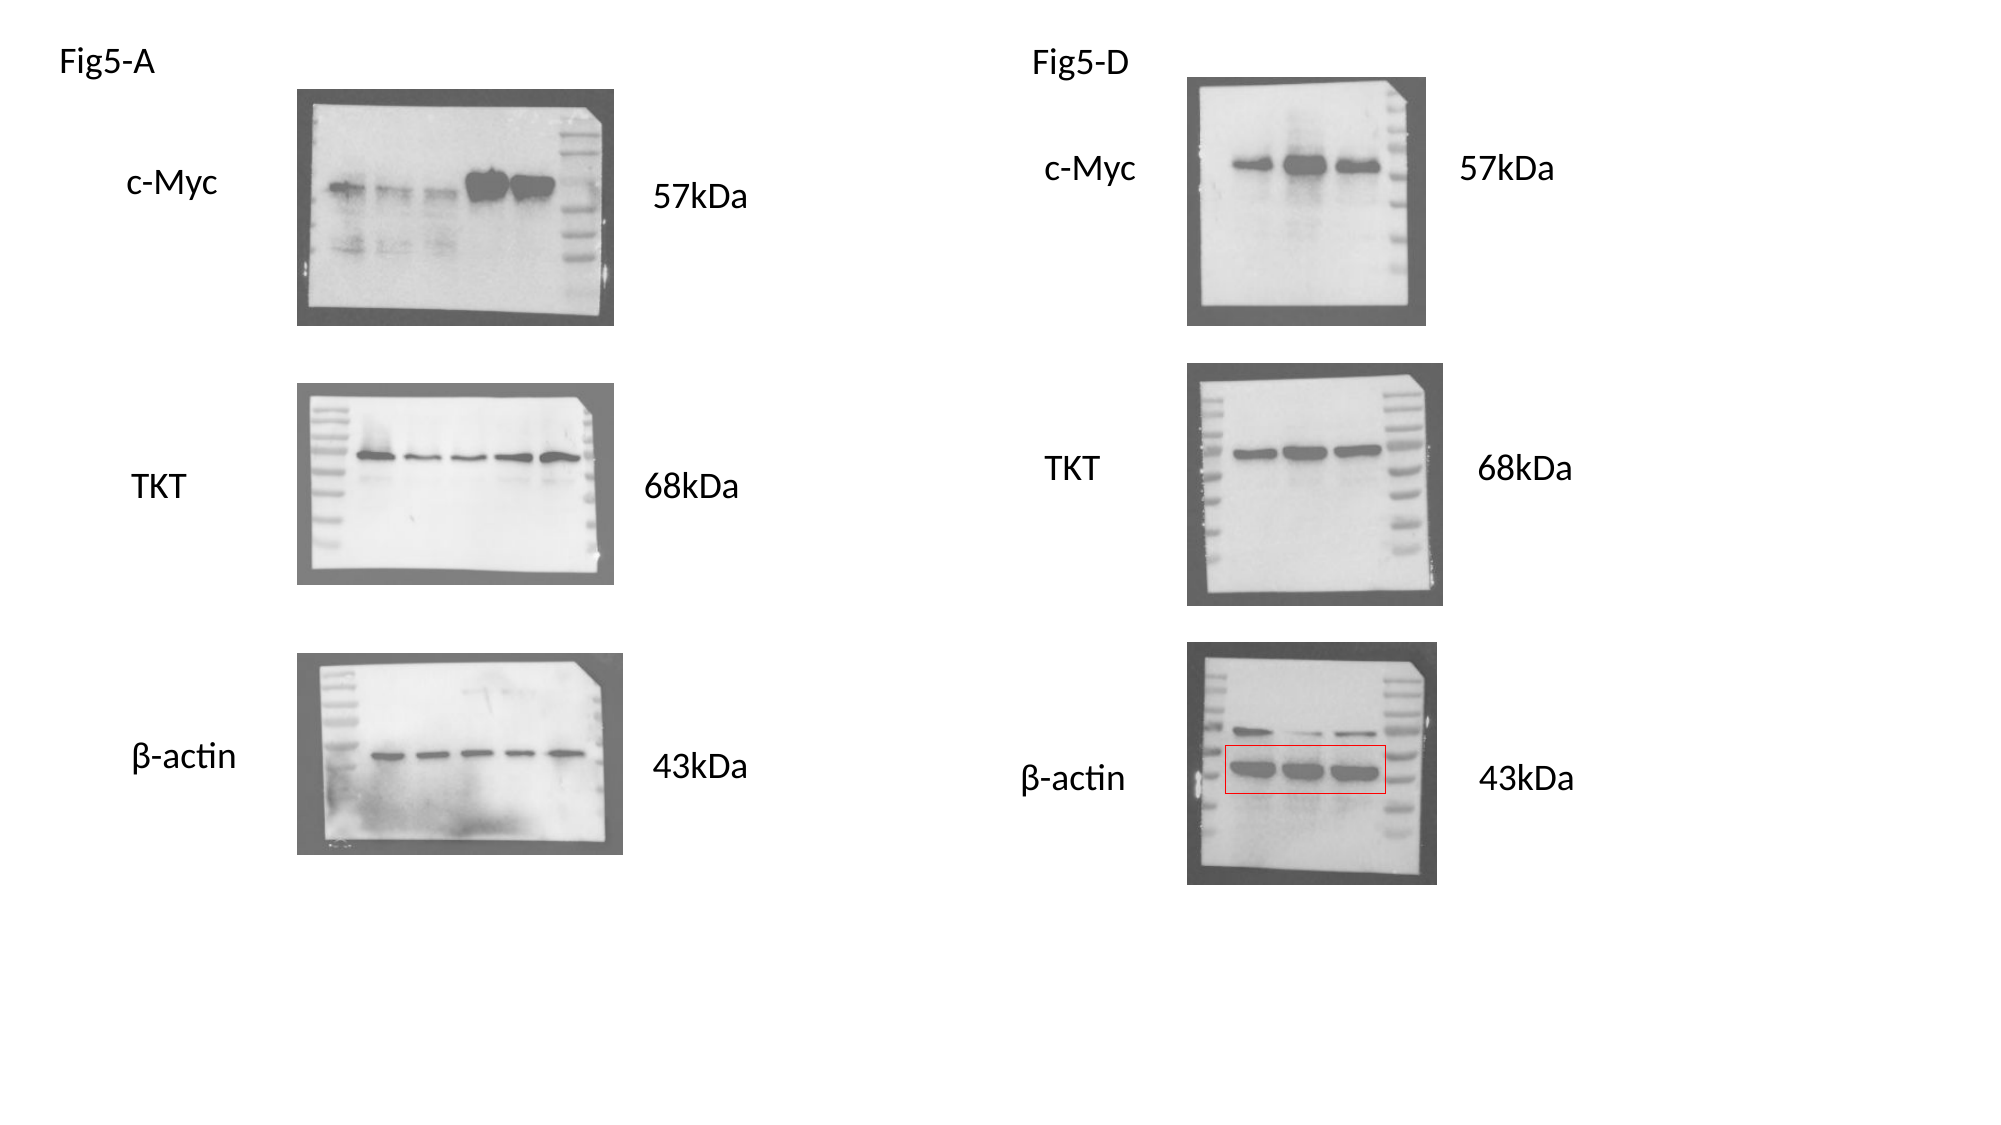

Fig5-A
Fig5-D
c-Myc
57kDa
c-Myc
57kDa
TKT
68kDa
TKT
68kDa
β-actin
43kDa
β-actin
43kDa

## Slide 12
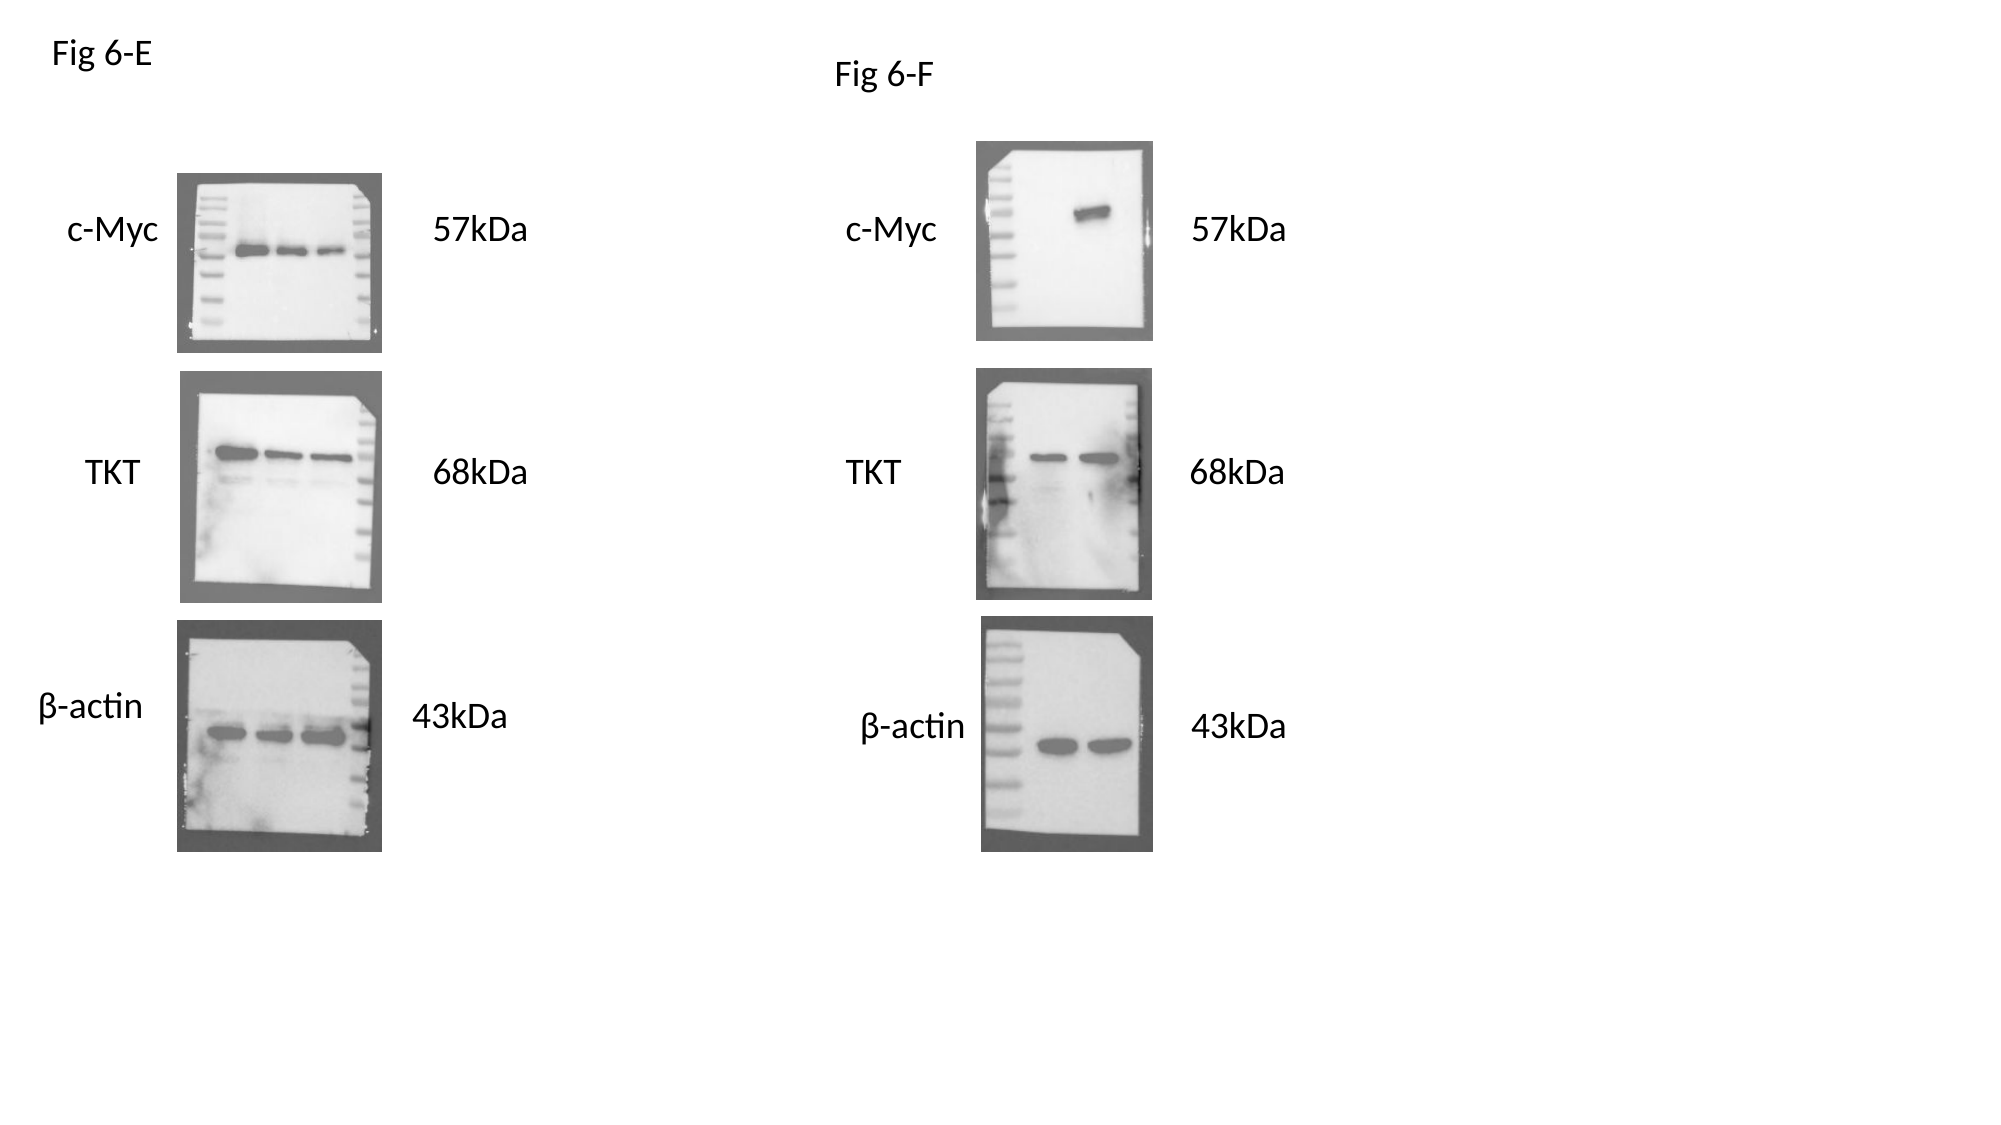

Fig 6-E
Fig 6-F
c-Myc
57kDa
c-Myc
57kDa
TKT
68kDa
TKT
68kDa
β-actin
43kDa
β-actin
43kDa

How the deposited data were processed for this re-analysis (not part of the article)

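RNA-seq was analysed for 6 cultures, 3 overexpressing TKT and 3 with the vector, taken as Huh7 cells. The authors trimmed reads with fastp, aligned them with HISAT2 and counted them with featureCounts, and deposited counts per gene symbol without normalization. They also deposited FPKM values. Within a tolerance of 1%, these FPKM are the counts divided by 1 factor per gene and 1 per library for 99.9% of the values checked. Genes with low counts in any library were left out of this check. Other experiments of the paper were not analysed here. No per-sample column of the tables was left unused.

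The counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr by condition with a minimum count of 10, TMM, robust dispersions, quasi-likelihood test) and limma 3.58.1. This gave 14162 tested genes. A gene was called at an adjusted p-value under 0.05 (Benjamini-Hochberg) and an absolute log2 fold change over 1, as the paper's Statistical analysis section states. Totals lay between 30148788 and 37096156 counts per library, so a count of 0 to 3 was taken as the floor and folds against it were given as lower bounds. The precision of each gene comes from the spread between 3 cultures, and the common biological coefficient of variation was 0.113. Called genes were compared with the pathway and GO columns of the deposited table by a one-sided Fisher's exact test over sets with at least 5 tested genes, against all tested genes. Hand-written lists of genes, 17 in all, were tested with camera (preset inter-gene correlation of 0.01, log2 CPM with a prior count of 2), and terms of the paper's GSEA with fgsea 1.28.0 (seed 20261). The sets behind the paper's GSEA were not used here.

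The lists, the tests, the alternatives not marked otherwise and the rule for the genes named were fixed before the data were examined. By that rule the genes named are the genes that the paper names, the 5 with the largest rise and the 5 with the largest fall among called genes with a mean log2 CPM of at least 1 and no overlap between conditions, the 5 with the smallest p, called members of the lists, and the AKR1 family. Not all of these genes were used here. No gene met the rule for a fall. Genes named outside this rule were chosen after their values were seen, namely SMG1P2, the 4 lower genes, INSM2, LYPD1, ZEB2, HAT1, ING3, the members of GO terms members of lists named without being called, and those named in the closing section for their spread between replicates. The lists of YAP targets and of aryl hydrocarbon receptor targets were added after the data were seen.

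The alternatives were DESeq2 1.42.0, other scalings, other filters, other thresholds, the replicate number as a block, each culture left out, limma on log2(FPKM + 1) and log2(FPKM + 0.1), other pathway definitions and other set tests. Chosen after seeing the data were protein-coding genes by GENCODE 29, a GC content and length trend removed from each library (centred on its median, with values for 99.9% of the tested genes), lists without TKT, pathways and terms tested on the genes at an adjusted p-value alone, and camera with each list's estimated correlation held fixed. The scripts were tested on simulated counts with 200 changed genes. All 200 had a mean log2 CPM of at least 1 and a planted absolute log2 fold change over 1. With 14058 genes tested, edgeR recovered 98.0% of the changed genes and made 10 false calls among 206. This recovery does not cover genes of lower abundance or smaller changes.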

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

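The tests of the aryl hydrocarbon receptor, of a trend in GC content and gene length for single genes, and with an estimated correlation held fixed were chosen only after the result was seen. The paper does not report on the results below, and each lies above its level in the control cells.

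Immediate-early genes were higher in TKT-overexpressing cells, with a median log2 fold change of 0.38 over 24 tested genes, 23 of them higher (camera adjusted p = 1.57e-11 over 17 lists). At an adjusted p-value under 0.05 in edgeR, 12 were higher and 0 lower, KLF2 being the only gene below 0 at -0.26, and 15 were higher when adjusted over the list alone. DUSP1 belongs to the list, with a log2 fold change of 1.26. In the fits that each left out 1 culture, the median lay between 0.35 and 0.38. With a trend in GC content and gene length removed from each library, the adjusted p was 2.16e-12, and with every library thinned to the smallest total it was 1.02e-11, so neither gives the rise on its own. Immediate-early genes respond within minutes to a change of medium or to stress at harvest. The list varied between replicates less than the median random list of equal size and expression, with a spread of 0.0260 against 0.0356, and 24.7% of 10000 random lists varied less. A difference in handling shared by all 3 cultures of a condition and an effect of TKT cannot be told apart, since such a difference would coincide with condition. The ranking of all genes gave an adjusted p of 0.257 for the list, over a range of 2.16e-12 to 0.257 in its 15 alternatives.

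NRF2 targets were higher too, with a median log2 fold change of 0.25 over 31 genes (camera adjusted p = 1.63e-07). TKT is in this list. Without TKT the median was 0.20 and the adjusted p was 3.12e-06. At an adjusted p-value under 0.05 in edgeR, 14 genes were higher and 1 lower, and 16 and 3 when adjusted over the list alone. Without TKT and the members of multigene families, whose reads can be shared between paralogs, 18 genes were left with a median of 0.19 and an adjusted p of 0.00153, which argues against shared reads as the whole cause. With the trend in GC content and gene length removed, the adjusted p was 8.22e-07. With an inter-gene correlation estimated from the data, which also lowers the degrees of freedom, it was 0.0648. With that estimate held fixed it was 3.51e-04, and fry gave 7.17e-05. The ranking of all genes gave 0.160. The list was past 0.05 in 13 of its 15 alternatives, over a range of 1.10e-07 to 0.160. NQO1, a member with 610 CPM on overexpression, had a log2 fold change of -0.03. Handling of the cultures stays open for this list as well, and a response of NRF2 to TKT is an untested hypothesis.

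CYP1A1 had a log2 fold change of 0.86 (edgeR adjusted p = 2.57e-13), from 255 ± 5.06 to 464 ± 7.40 CPM (SD, n = 3 each). A candidate explanation is a higher activity of the aryl hydrocarbon receptor. The other 7 tested targets of the receptor had a median of -0.03 and a camera p of 0.461, with 2 higher and 0 lower at an adjusted p-value under 0.05. In fry, a set test that makes no comparison with other genes, they were past 0.05. Of these 7 targets 3 lay above 0, none was lower at an adjusted p-value under 0.05, and camera and fry differed. The data therefore do not decide, and receptor activity cannot be told apart from other causes.

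PPP1R15A had a log2 fold change of 1.17 (edgeR adjusted p = 6.99e-13) and CXCL8 one of 1.15 (edgeR adjusted p = 7.25e-13). These genes, CYP1A1 and DUSP1 were past an adjusted p-value of 0.05 in all 19 alternatives run for single genes, other scalings among them. With the trend in GC content and gene length removed, the highest of their adjusted p-values was 7.41e-17, which argues against that trend as the cause. PPP1R15A belongs to the list of the integrated stress response, which pointed toward lower (median -0.09, camera adjusted p = 0.136). In that list 4 genes were higher and 7 lower at an adjusted p-value under 0.05 in edgeR. CXCL8 belongs to the lists of NF-kappa B (camera adjusted p = 0.0215) and of cytokines and their receptors (3.65e-06), both toward higher. NF-kappa B was not past 0.05 without TKT overexpression replicate 1 (0.0732) or vector control replicate 3 (0.0558). These lists were not written to explain either gene, and handling of the cultures and an effect of TKT stay open for both.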

How the results depend on the processing

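The trend correction, the protein-coding filter, the lists without TKT, camera with a correlation held fixed, and pathways and terms tested on genes at an adjusted p-value alone were chosen after seeing the data. The planned restriction to protein-coding genes was not run as planned, since the table gives no biotype, and GENCODE 29 biotypes were used instead. Alternatives that change only the threshold were not repeated for single genes, and genes without an adjusted p in DESeq2 give no value there. Unless a construction is named, the cause was not tested.

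The number of DEGs moved most with the threshold. It was 1505 (806 higher, 699 lower) at an adjusted p-value under 0.05 alone, 559 (459 and 100) past the dashed lines of Fig. 3A, 646 (508 and 138) with DESeq2 and those lines, and 356 (285 and 71) with DESeq2 at an absolute log2 fold change over 1 and an unadjusted p-value under 0.05. Looser thresholds give more genes by construction. It was 63 (58 and 5) with DESeq2, and 160 (148 and 12) with no filter. limma gave 14 (14 and 0) on log2(FPKM + 1), 55 (50 and 5) on log2(FPKM + 0.1), and 15 (14 and 1) with an FPKM of at least 1 in 3 samples. A pseudocount shrinks folds of low values by construction. In limma on log2(FPKM + 1), 109 genes were lower at an adjusted p-value under 0.05 with no minimum fold. Other scalings gave between 102 and 106, and genes with at least 10 counts in every sample 76. Protein-coding genes gave 91 and the trend correction 113. Across the 6 fits that each left out 1 culture, the total lay between 74 and 128, the higher genes between 72 and 122 and the lower between 2 and 8. The total was lowest without TKT overexpression replicate 1, with 2 lower genes, and the 8 lower genes came without TKT overexpression replicate 2. Of the 103 genes, 58 were also called in the first of these fits. In every setting except an adjusted p-value alone with DESeq2, more genes were higher than lower.

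A replicate block, which treats equal replicate numbers as paired, gave 67 DEGs (65 and 2), an odds ratio of 4.26 for MAPK, 1.05 for cell migration and 0 for breast cancer. The numbers do not pair the cultures, since deviations from the condition mean had correlations of -0.00, -0.03 and 0.02 between cultures of equal number.

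MAPK over-representation was past an adjusted p-value of 0.05 in 3 of 13 alternatives, with an odds ratio of 2.46 past the dashed lines of Fig. 3A. With DESeq2 and those lines the odds ratio was 2.98. On genes at an adjusted p-value alone it was 2.46. With the first 2 of these settings cell motility had odds ratios of 2.29 and 3.60 and cell migration of 1.55 and 2.31. On genes at an adjusted p-value alone they had 1.40 and 1.596. All are above 1 where the main value was under 1. The fits that left out 1 culture gave odds ratios from 0 to 5.24 for cell motility, from 0.719 to 2.94 for cell migration, from 0 to 1.79 for breast cancer and from 0 to 3.67 for TGF-beta. Each of these rests on at most a few called genes. Extracellular region was past 0.05 in all 12 alternatives, and extracellular matrix organization in 1, the genes at an adjusted p-value alone.

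Of the 17 lists, 8 were past 0.05 with camera, 3 with an estimated correlation (immediate-early genes, cytokines and the AKR1 family), 11 with fry and 2 with the ranking of all genes. An estimated correlation also lowers the degrees of freedom. With each estimate held fixed, 8 lists were past 0.05, with MAPK signaling in place of MYC targets. Fry kept every call but MYC targets. In it the pentose phosphate pathway had the opposite direction to the median of -0.0558, and it holds TKT. In the ranking of all genes, scores were -1.62 for histone H4 acetyltransferases, 0.900 for the integrated stress response, 1.68 for keratins and 1.36 for the pentose phosphate pathway, each against the direction of camera. Interferon-stimulated genes had a median of -4.14e-04 among genes with at least 10 counts in every sample, where the scores were 0.97 for H4 histone acetyltransferase activity and -1.25 for keratinization. That filter removes low-count members by construction. Without 1 culture, medians went from -0.0519 to 0.0594 for keratins and from -0.0259 to 0.0120 for histone H4 acetyltransferases, and the direction of camera changed in some of these fits. NF-kappa B was not past 0.05 without TKT overexpression replicate 1 (adjusted p = 0.0732) or vector control replicate 3 (0.0558). Scores of the ranked terms lay between -1.75 and -0.95 for H4 (the last without vector control replicate 3), 0.960 and 1.53 for filopodium tip (0.960 without TKT overexpression replicate 3), 1.32 and 1.66 for keratinization, 1.31 and 1.56 for keratin filament, and -1.75 and -1.26 for sphingolipid metabolism.

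Among single genes, log2 fold changes near 0 changed sign. With the trend removed, VIM had -0.0185. Without 1 culture, VIM lay between -0.0302 and 0.0299, MAPK8 between -0.109 and 0.0806, and EIF2AK4 between -0.0684 and 0.0195. Over the alternatives set in advance 551 values of single genes kept their direction and side of the threshold, 50 were weaker, 5 stronger and 6 reversed. For lists the numbers were 170, 19, 4 and 11, for pathways and terms 136, 9, 18 and 17, and for ranked terms 31 the same, 12 weaker and 2 reversed. The GO terms counted here were narrowed to those the text reports after the results were seen. The alternatives chosen later gave 72 the same, 1 stronger and 1 reversed for single genes, 49 the same, 1 stronger (MAPK signaling) and 1 weaker (MYC targets) for lists, both of these with the correlation held fixed, and 4 the same, 10 stronger and 2 reversed for pathways and terms. Low depth limits the genes with a mean log2 CPM under 1, which make up all but 39 of the called genes.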

Differences from the paper's values

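The paper's number of DEGs is 558, with 452 upregulated and 106 downregulated, against 103, 99 and 4 here at the thresholds of its Statistical analysis section. Among the alternatives set before the data were examined, edgeR past the dashed lines of Fig. 3A gave 559, 459 and 100 and DESeq2 past them gave 646, 508 and 138, all within 1.5 times the paper's values. DESeq2 at an absolute log2 fold change over 1 and an unadjusted p-value under 0.05 gave 71 lower genes, within 1.5 times the paper's 106, but 356 in all. None of the other alternatives came within 1.5 times these values, including DESeq2 at the paper's stated thresholds (63, 58 and 5).

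The paper's fold of TKT mRNA on overexpression is about 4.4 in Fig. 2C, read by eye, which comes from qRT-PCR, against 19.1 from RNA-seq here. None of the alternatives closed the gap. The paper's normalized enrichment score of keratinization is about 1.8 in Fig. S2C, read by eye, against 1.56 here, and none of the alternatives closed it.

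The paper places the MAPK signaling pathway at the top of its KEGG pathways. Here it ranked 14 of 343, 7 past the dashed lines of Fig. 3A, and 6 on genes at an adjusted p-value alone, a test chosen after seeing the values. With DESeq2, those lines and no expression filter it ranked 1 of 350. In its text the paper puts H4 histone acetyltransferase activity among the upregulated terms, while its score in Fig. S2C is about -1.7, read by eye, and the score here was -1.7. Cell motility, which the paper lists among the upregulated GO terms, had 0 called genes of 35 here and an adjusted p of 1. Extracellular matrix organization, which it also lists, had an adjusted p of 0.371. Among the 12 alternatives, cell motility was past 0.05 in none, with an odds ratio above 1 in 4, and extracellular matrix organization in 1, the genes at an adjusted p-value alone (21 of 85, adjusted p = 0.0101), which was chosen after seeing the values. By qRT-PCR the paper finds no change of c-Myc mRNA, and MYC had a log2 fold change of 0.21 here (edgeR adjusted p = 0.00530). This is a 1.16-fold difference. So small a difference need not conflict with the qRT-PCR, whose resolution was not examined here. MYC kept an adjusted p-value under 0.05 in 17 of 19 alternatives. The exceptions were limma on log2(FPKM + 1) and on log2(FPKM + 0.1) with no minimum FPKM, at 0.0649 and 0.0566.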

Other observations

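The tests of the AKR1 family, of MYC targets, of ERK output, of the H4 term without HAT1, of the share of counts taken by TKT and with a correlation held fixed were chosen only after the result was seen.

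Of the 10 splits of the 6 cultures into groups of 3, only the split by condition gave as many as 103 DEGs, as many as 559 genes past the dashed lines of Fig. 3A, or as many as 8 lists. The other 9 gave between 0 and 3 DEGs, between 120 and 158 genes past the lines and between 0 and 2 lists. A share of 1 in 10 is the smallest that 3 cultures against 3 allow. The first principal component held 29.5% of the variance and parted the conditions.

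More genes were called higher than lower, 96.1% of them. The share was 96.1% among genes with at least 10 counts in every culture and 95.6% with the trend in GC content and gene length removed, so neither low counts nor this trend explains it on its own. A larger share of counts taken by TKT lowers the other genes of a library scaled by its total, and with library totals only 96.15% of the called genes were higher, against that direction. Among the 1505 genes at an adjusted p-value under 0.05 in edgeR, 53.6% were higher.

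The AKR1 family had a median log2 fold change of 0.91 (8 genes, camera adjusted p = 1.63e-07), and 7 of 8 genes were higher at an adjusted p-value under 0.05 in edgeR, also when adjusted over the list alone. AKR1A1 was the exception at -0.08. The ranking of all genes gave an adjusted p of 0.160 for the family. AKR1C2 had 1.34, AKR1B10 1.30, AKR1B1 0.97, AKR1C3 0.93, AKR1D1 0.88 and AKR1C4 0.80. The lowest of AKR1C1 to AKR1C4 was 0.63 in AKR1C1, which argues against reads moved from 1 of these to another. Reads of 1 rising paralog counted in its relatives would raise all of these genes. Of the 50-base stretches of their GENCODE 29 transcripts, 38.87% in AKR1C2 and 28.55% in AKR1C1 also occur in another AKR1 gene. For this pair, shared reads and a rise of each gene cannot be told apart. The share was 4.53% in AKR1C3 and 5.85% in AKR1C4, which leaves less room for shared reads. Reads within these stretches were not counted, so shared reads stay open for AKR1C3 and AKR1C4 as well. AKR1B1 and AKR1D1 share 0 such stretches with another AKR1 gene. The lower rise of AKR1B1 and AKR1D1 was 0.88, which argues against shared reads for these genes.

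ANKRD1, CCN1 and THBS1 rose, with CCN1 at 0.90 and THBS1 at 0.69. Higher activity of YAP and TEAD is a candidate explanation. A further 41 tested targets had a median of 0.01 and a camera p of 0.493, with 10 higher and 5 lower at an adjusted p-value under 0.05. In fry they were past 0.05. The members went both ways, so this cannot be told apart from other causes.

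MYC targets fell slightly, with a median of -0.05 over 55 genes (camera adjusted p = 0.0210). With an estimated correlation the adjusted p was 0.528, and with that estimate of 0.177 held fixed it was 0.447, so correlation between these genes may account for the call. It was also not past 0.05 without TKT overexpression replicate 3 (0.120), vector control replicate 1 (0.07004) or vector control replicate 3 (0.0811). The list of ERK output had a median of -0.08 over 9 genes and a camera adjusted p of 0.714, while fry, which makes no comparison with other genes, gave 0.00147 toward higher. CCND1, DUSP4, EPHA2 and PHLDA1 were higher and DUSP6, ETV4 and SPRY2 lower at an adjusted p-value under 0.05 in edgeR. SPRY4 at -0.18 and ETV5 at -0.08 were also below 0 but not past that threshold. When adjusted over the list alone, 4 genes were higher and 4 lower. Higher steady ERK activity cannot be told apart from its absence with members that go both ways. Transcript levels do not measure the phosphorylation of ERK.

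The fall of the H4 histone acetyltransferase term may rest on HAT1. Without it the score was 0.615 (permutation test, p = 0.944). HAT1 had a median of 14.5 counts, with 751 in vector control replicate 3 and between 1 and 25 in every other library. So wide a gap argues against noise at low counts as the source of the high value. Genes of higher abundance had such gaps too, among them EEF1B2 with 8854, 246 and 11165 counts on overexpression. The origin of the high HAT1 count was not found. Keratin genes rose in the ranking of all genes, 18 of 27 had a mean of at most 3 counts, and 0 of the other 9 splits put the list past 0.05 in the permutation test. Low counts and an effect of TKT cannot be told apart for this list, since so few of its members can be tested.

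The other lists, tested with camera, had these medians and adjusted p-values. Higher were cytokines and their receptors (0.15, 3.65e-06), steroid hormone biosynthesis (0.16, 0.00334), TGF-beta (0.07, 0.00334) and NF-kappa B (0.04, 0.0215). Not past 0.05 were extracellular matrix structural genes (0.14, 0.133), the integrated stress response (-0.09, 0.136), sphingolipid metabolism (-0.06, 0.340), the pentose phosphate pathway (-0.06, 0.494), interferon-stimulated genes (0.01, 0.570), keratins (-0.03, 0.570) and histone H4 acetyltransferases (-0.01, 0.714).

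The counts of 51 of 10648 genes with a mean of at least 100 counts differed more than 10-fold between replicates of a condition, against a median ratio of 1.14. None was called and 0 had an adjusted p-value under 0.05, against 3 at an unadjusted p-value under 0.05. ACTG1 had 1080, 8805 and 805 counts on overexpression and 1597, 693 and 673 in control cells. Overlap with another gene on the same strand could make counts uneven, but 19.6% of the 51 overlapped one against 32.9% of 10596 others (odds ratio 0.497, Fisher's exact test, p = 0.0511). The reason was not found.

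Some genes that the paper names had these log2 fold changes in RNA-seq. RAD21 had -0.06, CDH1 0.05, CDH2 0.16, VIM 0.00, MAPK3 -0.16, MAPK8 -0.04, TRIM32 -0.19 and EIF2AK4 -0.04, none with an adjusted p-value under 0.05. PCNA had -0.16 (edgeR adjusted p = 0.0216), with adjusted p-values between 0.00188 and 0.0987 over 19 alternatives. CDH2 was past 0.05 in 6 of 19 alternatives. TKTL1 and MAPT were below the expression filter, and TKTL2 is not in the table. These are transcript levels and give no protein level or phosphorylation.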
